# Differentially Expressed Genes in Response to a Squalene-Supplemented Diet Are Accurate Discriminants of Porcine Non-Alcoholic Steatohepatitis

**DOI:** 10.3390/ijms241612552

**Published:** 2023-08-08

**Authors:** Roubi Abuobeid, Luis V. Herrera-Marcos, Carmen Arnal, Seyed Hesamoddin Bidooki, Javier Sánchez-Marco, Roberto Lasheras, Joaquín C. Surra, María Jesús Rodríguez-Yoldi, Roberto Martínez-Beamonte, Jesús Osada

**Keywords:** squalene, virgin olive oil, pigs, murine AML12 cell line, human HEPG2 cell line, transcriptome, hepatic, RNA sequencing, *AFP*, *ENPEP*, *PPP1R1B*

## Abstract

Squalene is the major unsaponifiable component of virgin olive oil, the fat source of the Mediterranean diet. To evaluate its effect on the hepatic transcriptome, RNA sequencing was carried out in two groups of male Large White x Landrace pigs developing nonalcoholic steatohepatitis by feeding them a high fat/cholesterol/fructose and methionine and choline-deficient steatotic diet or the same diet with 0.5% squalene. Hepatic lipids, squalene content, steatosis, activity (ballooning + inflammation), and SAF (steatosis + activity + fibrosis) scores were analyzed. Pigs receiving the latter diet showed hepatic squalene accumulation and twelve significantly differentially expressed hepatic genes (log_2_ fold change < 1.5 or <1.5) correlating in a gene network. These pigs also had lower hepatic triglycerides and lipid droplet areas and higher cellular ballooning. Glutamyl aminopeptidase (*ENPEP*) was correlated with triglyceride content, while alpha-fetoprotein (*AFP*), neutralized E3 ubiquitin protein ligase 3 (*NEURL3*), 2′-5′-oligoadenylate synthase-like protein (*OASL*), and protein phosphatase 1 regulatory inhibitor subunit 1B (*PPP1R1B*) were correlated with activity reflecting inflammation and ballooning, and *NEURL3* with the SAF score. *AFP*, *ENPEP*, and *PPP1R1B* exhibited a remarkably strong discriminant power compared to those pathological parameters in both experimental groups. Moreover, the expression of *PPP1R1B*, *TMEM45B*, *AFP*, and *ENPEP* followed the same pattern in vitro using human hepatoma (HEPG2) and mouse liver 12 (AML12) cell lines incubated with squalene, indicating a direct effect of squalene on these expressions. These findings suggest that squalene accumulated in the liver is able to modulate gene expression changes that may influence the progression of non-alcoholic steatohepatitis.

## 1. Introduction

Nonalcoholic fatty liver disease (NAFLD), characterized by an imbalance between hepatic lipid output and input resulting in lipid droplet deposition [1], is the most common chronic liver metabolic disorder, with an estimated prevalence range of 6–35% worldwide and 25–26% in Europe [2]. Between 15% and 20% [3] or 15.9% and 68.3% [4] of NAFLD patients progress to nonalcoholic steatohepatitis (NASH). NASH, an inflammatory disease, is characterized by a combination of three histological features: fat accumulation or steatosis, ballooning of hepatocytes, and lobular inflammation, with or without fibrosis [5,6]. Approximately 20% of patients with chronic NASH develop cirrhosis [7] and about 85% of cirrhosis patients evolve to hepatocellular carcinoma (HCC) [8], leading to 12 times more HCC than in NAFLD [9]. In this metabolic disorder, hepatic gene transcriptome changes have been found to be involved [10,11].

Since the 1960s, the Mediterranean diet has been recognized as a healthy choice against major chronic degenerative diseases [12,13]. Virgin olive oil (VOO) is the main fat component in this diet [14]. VOO is not only composed of triglycerides containing monounsaturated fatty acids, but also of minor bioactive phytochemicals that have important health benefits [15]. The terpene squalene is one of the most abundant minor components present in a wide range (2.4 to 9.3 g/kg of VOO) depending on cultivar, climate, and ripeness of olive fruit [16]. This hydrocarbon is a precursor in the cholesterol biosynthesis [17], and its administration has been shown to exert anti-neoplastic, anti-inflammatory, and antioxidant properties, and to control glucose and lipid metabolisms [18,19].

Squalene received its name because it was first discovered in the livers of sharks [20]. Some species belonging to the family Squalidae can accumulate this compound in their livers up to 50–82% of their liver weight [21]. The lifespan of these sharks is currently unknown. Other sharks, such as *Somniosus microcephalus*, are known for having one of the longest lifespans among vertebrates (392 ± 120 years) [22]. However, the amount of squalene in their livers has not been measured [23]. In this way, the impact of squalene on hepatic content and lifespan remains uncertain. Thus, the effect of squalene on NASH pathogenesis also requires further investigation. Kritchevsky et al. [24] were the first to prove that dietary squalene accumulated in the rabbit liver. Recent studies, utilizing mouse and rabbit models, have shown distinct subcellular accumulation depending on the experimental model [25]. The first model accumulated squalene in large lipid droplets and smooth reticulum fractions, whereas the second did so in small-size vesicles and the rough endoplasmic reticulum. Furthermore, squalene modulated hepatic lipids, particularly triglycerides and cholesterol, with different outcomes in both models. In mice, hepatic triglyceride content was reduced, whereas this effect was not observed in rabbits [19,26]. Squalene administration induced important changes in hepatic proteins involved in lipid metabolism, oxidative stress, and lipoprotein secretion, which could explain the observed reduction in hepatic triglycerides in mice [27]. The accumulation of squalene in the liver of mice was associated with complex transcriptional and post-translational changes in gene expressions, including of *Mat1*, *Acox1*, *Casp1*, *Cyp2b10*, *Cyp2c55*, *Cpt1a*, and *Txndc5* [27,28,29]. In contrast, the hepatic changes in rabbit involved *PNPLA3*, *GCK*, *TFCP2L1*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1*, and *TREH* [30]. These discrepant findings in animal models need further confirmation in different models and might indicate varied metabolic responses in humans. In this regard, the swine model represents an interesting approach due to its metabolic and physiological similarities to humans [31]. Our group has recently developed a model of porcine NASH using a dietary manipulation [32], and squalene has been shown to improve steatosis in this model despite an increase in the ballooning score. Furthermore, there were no changes in inflammation or fibrosis [33]. This experimental design provides an interesting approach to discover specific gene expression changes involved in controlling ballooning and steatosis. The current study was designed to identify the responsible molecular candidates through high-throughput RNA sequencing.

## 2. Results

### 2.1. Hepatic Histological Analyses

Pigs receiving both diets developed hepatic steatosis, as depicted in Figure 1A,B. The pigs receiving the squalene diet showed significantly decreased lipid droplet areas (Figure 1C). Likewise, the animals receiving squalene displayed a higher number of ballooned hepatocytes than the control group (Figure 1D and Figure 1E respectively), with all animals reaching a value of 2 (Figure 1F). No significant changes were observed in fibrosis (Figure 1G–I) or in the presence of inflammatory foci by squalene administration (Figure 1J–L). When the latter parameter was considered together with ballooning as the activity index [5], the group of animals receiving squalene showed a significant increase (Figure 1M) due to the increase in the ballooning score. According to the fatty liver inhibition of progression (FLIP) algorithm [5], all the animals exhibited NASH. When using a semi-quantification of steatosis, activity, and fibrosis as the SAF score [5], the pigs consuming squalene showed a significantly increased SAF score (Figure 1N).

### 2.2. Hepatic Gene Expression

To investigate the effect of squalene intake on the hepatic transcriptome of pigs with NASH, total RNA was extracted from twelve animals receiving the squalene-enriched steatotic diet and the other twelve receiving the steatotic diet. Four pools made up of three samples for each condition were prepared and analyzed by next generation sequencing using the DNBseq platform. 

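Liver RNA from the 12 male pigs of each diet was combined into 4 control and 4 squalene pools of 3 animals each, and the pool was taken as the replicate in the limma and exact tests between the diets. A pool averages its 3 animals, so the spread between pools does not show that between single pigs. The authors deposited FPKM (mapped fragments per kilobase of gene length, scaled to the depth of the library) for each gene and pool, and a comparison of the diets in which the estimated counts of the 4 pools of a diet had been added, so that it holds no spread between pools. Tables of splicing events and of single nucleotide polymorphism (SNP) sites with 1 called base per pool were used as well. The depth of each pool was estimated from the FPKM, the gene lengths and the added counts of the authors' deposited table. It came to 18.8, 20.7, 17.4 and 18.0 M fragments in control pools 1 to 4 and to 17.9, 17.9, 19.0 and 19.4 M in squalene pools 1 to 4. The paper's own value is 45.8 M clean reads per library, and the values reported here rest on the deposited FPKM. Expression was compared as log2(FPKM + 0.1) with limma over the 14780 genes with a mean of at least 0.1 FPKM, which understates the changes of genes with low FPKM.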

Clean reads (on average 45.8 × 10^6^) were obtained from each library with a coverage of 91.60%. The resultant average mapping ratio with the reference genome (Sscrofa11.1 (GCA_000003025.6)) was 93.51%. On average, 4.33 Gb bases per sample were generated and mapping results for each pool indicated that samples were uniform. 

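*ALB*, which encodes albumin, the main plasma protein made by hepatocytes, held 4.36% to 8.62% of the summed FPKM in the control pools and 5.15% to 9.04% in the squalene pools. *OASL*, *HES4* and *ENPEP*, 3 genes that differed widely among the pools, were highest in squalene pool 1. This pool stood farthest from the rest, with a mean correlation of log2(FPKM + 0.1) of 0.977 with the other 7 pools, against 0.981 to 0.984 for each of the others. Any pair of pools correlated with r between 0.973 and 0.986 across genes, which are not independent replicates. The first principal component, with 23.6% of the variance, placed squalene pool 1 at 48.8 and the other pools between −22.2 and 6.08. The second held 16.6% of the variance, and neither separated the diets.

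**Figure D1:**
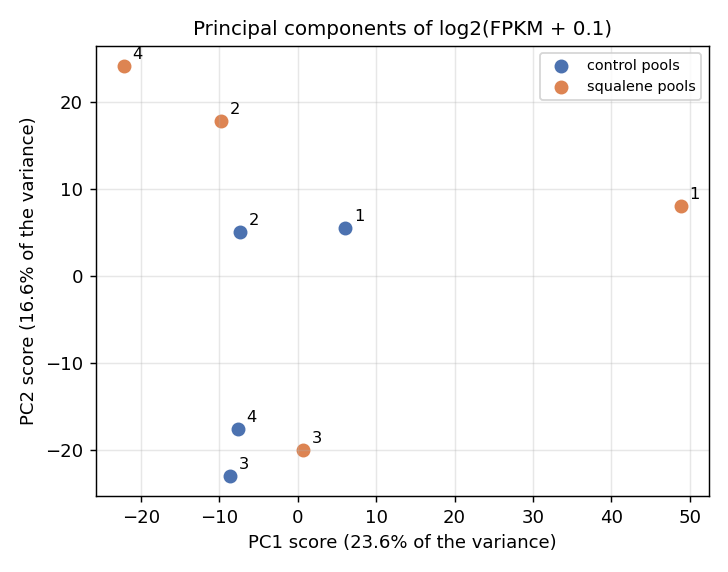
Scores of the 8 pools on the first principal component (horizontal axis, 23.6% of the variance) and the second (vertical axis, 16.6%) of log2(FPKM + 0.1), with 1 point per pool colored by diet and marked by its pool number. Squalene pool 1 lies apart at 48.8 on the first component, squalene pool 3 lies within the range of the control pools on both components, and squalene pools 2 and 4 lie to the left of and above them.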

A total of 20,430 genes were identified, out of which 20,331 were known and 104 were not previously characterized.

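Of the 20430 genes, 99 were loci that the authors predicted outside the annotation, and from 89 to 94 of these had FPKM above 0 in a given pool. Their median was 1.52 to 1.90 FPKM, with 61 to 67 of these loci at 1 FPKM or more. The other 20331 genes carried a gene identifier, each of which was found in the annotation of Sscrofa11.1, and 20309 had the symbol given there. Over all genes, 17204 to 17720 were above 0 per pool and 10855 to 11140 reached 1 FPKM. The 10 most abundant genes of a pool held 15.8% to 20.0% of its summed FPKM.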

The analysis of transitions showed that A-G were 35,438.5 ± 1884.6 vs. 33,354 ± 1187.5, and C-T were 35,351.8 ± 1844.2 vs. 33,152.3 ± 1089.4 for the control and squalene groups, respectively. 

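A-G and C-T sites, the transitions, outnumbered the transversions by 2.98 to 3.03 to 1 in the single pools. A-G sites numbered 37270.5 ± 1940.5 (SD, n = 4 pools) in the control group and 34975 ± 1188 (SD, n = 4) in the squalene group, a difference of −2295.5. C-T sites numbered 37216.5 ± 1881 (SD, n = 4) and 34796.5 ± 1128 (SD, n = 4), a difference of −2420 sites. Neither difference passed the test (two-sided exact permutation test, p = 0.114 for each, adjusted p = 0.133 over 7 tests). The ranges of the diets overlapped, with 34507 to 38731 A-G sites in the control pools and 33322 to 36124 in the squalene pools. A site was counted for a pool where the base called there differed from the reference, and each site carries 1 base per pool, so heterozygous calls were not told apart from homozygous ones.

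**Figure D2:**
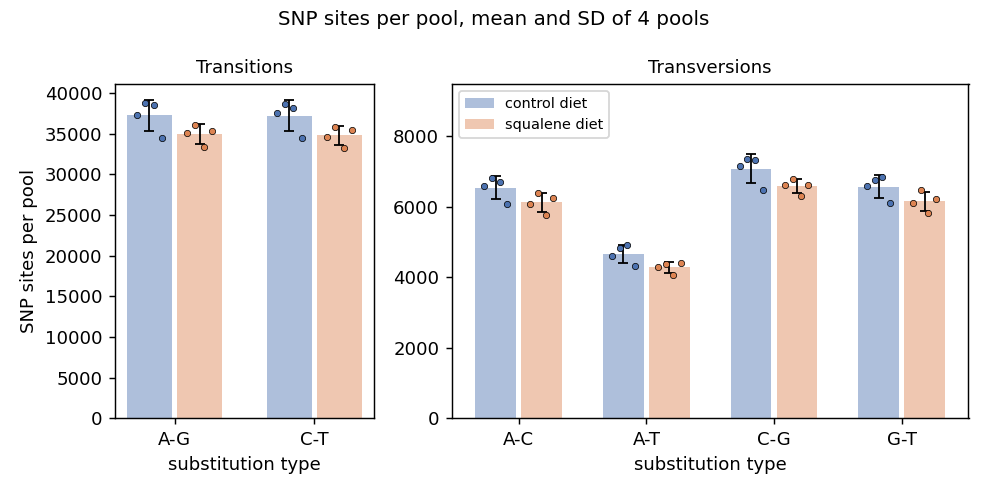
SNP sites per pool by substitution type, for transitions in the left panel and transversions in the right panel, on vertical axes that start at 0 and differ in scale. Bars are means of 4 pools, error bars are SDs and points are single pools. The pools of the diets overlap in each of the 6 types.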

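C-G sites were the most frequent transversions, with 7081.25 ± 411 (SD, n = 4 pools) in the control group and 6596 ± 204 (SD, n = 4) in the squalene group. G-T sites numbered 6576.5 ± 323 and 6156.75 ± 272, and A-C sites 6544.75 ± 332 and 6126.75 ± 279 (SD, n = 4 each). A-T sites were the fewest, with 4665.75 ± 263 and 4285.25 ± 157 (SD, n = 4 each), and their relative difference, −8.16%, was the largest of the 6 types. None of the 4 transversions differed between the diets by more than the pools within a diet allowed (two-sided exact permutation test, p = 0.0857 to 0.143, adjusted p = 0.133 to 0.143).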

Regarding the transversions analyzed, the A-C transversions were 6252 ± 318.6 for the control group and 5886.5 ± 274.0 for the squalene group; A-T transversions were 4462.3 ± 249.5 for the control group and 4111.8 ± 154.7 for the squalene group; C-G transversions were 6728.8 ± 384.0 for the control group and 6297.3 ± 208.2 for the squalene group; and, finally, G-T transversions were 6272.5 ± 312.0 for the control group and 5884.3 ± 260.2 for the squalene group. 

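All types together gave 99355 ± 5127 SNP sites per pool (SD, n = 4) in the control group and 92936 ± 3199 (SD, n = 4) in the squalene group. The difference of −6419 sites did not pass the test (two-sided exact permutation test, p = 0.114, adjusted p = 0.133). *CYP2C32*, a cytochrome P450 with close paralogs, held 80 of the sites, 36 of them in exons, while *SQLE*, the squalene epoxidase gene, held 1. Of the 269579 sites, 17.9% lay in coding exons, 27.1% in untranslated or noncoding exons of coding genes, 2.96% in exons of noncoding genes, 37.9% in introns and 14.2% between genes. The reference base of every site equalled that of Sscrofa11.1, and 203 sites lay on the mitochondrial genome. The sites with reads numbered 182266 ± 6044 per control pool and 176349 ± 4257 per squalene pool (SD, n = 4 each). As a share of covered sites, a measure chosen after seeing the data, calls came to 54.5% ± 1.05 and 52.7% ± 0.568 (SD, n = 4 each, exact permutation test, p = 0.0857). Over the 113408 sites covered in all pools the difference was −2357.5 (exact permutation test, p = 0.0286, the smallest that 4 pools against 4 allow, adjusted p = 0.05), and without control pool 4 the difference over all sites was −8878 (exact permutation test, adjusted p = 0.04, with 0.04 to 0.257 over the alternatives).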

In quantitative terms, the number of SNPs did not show a significant difference between both groups, thus suggesting that the level of these changes was not influenced by squalene administration.

Alternative splicing (AS) analyses evidenced five events were significantly modified, namely, 5′ splicing (A5SS), 3′ splicing site (A3SS), retained introns (RI), skipped exons (SE), and mutually exclusive exons (MXE) (data are not shown). 

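*LOC110256043*, annotated as a signal peptide, CUB and EGF-like domain-containing protein on chromosome 12 of Sscrofa11.1, took part in 5 of the 61 events of 48 genes in the authors' deposited tables of A5SS, A3SS, SE and MXE events. For its pair of exons from 39408156 to 39408257 and from 39425412 to 39425513, inclusion reads were 74.4% of the reads on squalene and 42.9% on the control diet (69.4% to 81.0% and 31.0% to 52.0% in single pools). For the exon from 39408156 with that from 39411092 to 39411199, the shares were 31.1% and 11.6%. For the exon from 39411092 to 39411193 with that from 39416686 to 39416787, they were 50% on squalene, from 24 inclusion and 24 skipping reads, and 0% on the control diet, from 0 and 16. The exon from 39411092 to 39411193 was also listed among the skipped exons, with 36 inclusion and 22 skipping reads on squalene and 24 and 0 on the control diet. Which exon of a mutually exclusive pair the inclusion reads count was not established here. The shares given for such pairs therefore show no direction for a named exon. *STARD8*, a protein with a lipid transfer domain, had 55.6% inclusion reads for its exon pair on squalene and 10.5% on the control diet, with no overlap between the pools. *DAG1*, which encodes dystroglycan, had 78.6% and 18.8%. *SLC25A21*, a mitochondrial carrier of oxodicarboxylates, had 25% on squalene and 77.8% on the control diet, and *WDR35*, a protein of transport within cilia, had 10.5% and 54.8%. *DOCK9*, an activator of Cdc42, had 60% and 85%, while the uncharacterized loci *LOC106508625* and *LOC102168027* had 2.56% and 31.3%, and 40% and 0%. Among skipped exons, *RBMS2*, an RNA-binding protein, had 87.5% on squalene and 16.7% on the control diet. *PDP1*, the phosphatase that activates pyruvate dehydrogenase, had 16.7% and 83.3%, and *ZBTB20*, a repressor of *AFP* transcription, had 100% and 91.2%. Few reads lay behind *RBMS2* (7 inclusion and 1 skipping on squalene, 1 and 5 on control) and *PDP1* (1 and 5, and 5 and 1). The pools of the diets overlapped for *RBMS2*, *PDP1*, *ZBTB20*, *DAG1*, *SLC25A21*, *WDR35*, *DOCK9*, *LOC106508625* and *LOC102168027*. Inclusion was higher on squalene in 32 events and lower in 29, with 16 A3SS, 14 A5SS, 10 MXE and 21 SE events at a false discovery rate under 0.05 in the authors' deposited tables. An exact permutation test of the inclusion shares, chosen after seeing the data, gave p under 0.05 for 17 of the 61 and an adjusted p under 0.05 for 0 (smallest 0.103). The pools of the diets did not overlap in these 17, or 27.9%, where chance gives 2.86%, but the events had been selected on the same reads. Retained introns were not analysed here.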

Splicing patterns led to differential splicing of genes (DSGs), resulting in a variety of different isoforms from the same gene. 

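*TAF1D*, a subunit of the factor that starts transcription of ribosomal RNA genes, had the smallest false discovery rate among the alternative 5′ splice sites of the authors' deposited table, 9.6e-07. Its longer form, with the exon from 26158599 to 26159680 on chromosome 9, had 92.9% of the reads on squalene and 99.7% on the control diet. *GRB7*, an adaptor of receptor tyrosine kinases on chromosome 12, appeared with 2 overlapping events, at 68.6% and 97.1%, and at 66.7% and 97.3% inclusion. The zinc finger gene *LOC110261334* had 38.5% and 100%, and *MAFG*, a partner of the transcription factor NRF2, 64.7% and 100%. Among alternative 3′ splice sites, *RAB9A*, a GTPase of transport from endosomes to the Golgi, had 72.7% inclusion on squalene and 22.2% on the control diet, from 8 inclusion and 3 skipping reads and from 2 and 7. *PSPC1*, a protein of nuclear paraspeckles, had 94.3% and 100%, *FBRSL1* 88.9% and 40%, and the immunoglobulin lambda-like gene *LOC100523213* 33.3% and 71.4%. The pools of the diets did not overlap for *TAF1D* and *GRB7* and overlapped for the others. In 44 of the 61 events at least 1 pool had fewer than 5 reads, so a single read can move its share widely. None of the genes of Table 1 was among the 48 genes.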

Using reference genome annotation, a total of 10,973 novel transcripts were identified. Of these, 9866 represented previously unknown splicing events for known genes, 104 were novel coding transcripts without any known features, and the remaining 1003 were long noncoding RNA. Considering gene expression levels, the control group expressed 18,602 genes compared to 18,659 in the squalene group. 

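TRH, the precursor of thyrotropin-releasing hormone, had 0.07 to 0.16 FPKM in the 4 squalene pools and was listed at 0 in the control pools. *KRT5*, a keratin of basal epithelial cells, had 0.02 to 0.22, and *CEACAM18*, a carcinoembryonic antigen-related adhesion molecule, 0.03 to 0.12 FPKM in the squalene pools and 0 in the control pools. *TGM7*, a transglutaminase, *SHC3*, an adaptor of neurotrophin receptors, *NOBOX*, an oocyte transcription factor, *TEX22* and 1 gene known by a number only completed the 8 genes found in all 4 squalene pools and no control pool, while 5 genes, all known by numbers, were found in all 4 control pools and no squalene pool. Together they are 13 genes, where the other 34 splits of the pools gave 7 to 25. These genes were named after their values were seen. With a gene counted as expressed when FPKM was above 0 in at least 1 pool, 19545 genes were expressed in the control group and 19501 in the squalene group, 18616 of them in both. Of the 929 genes found only in the control group, 671 were found in 1 pool, and of the 885 found only in the squalene group, 654 were. Per pool, 17534 ± 195 genes (SD, n = 4) were expressed on the control diet and 17478 ± 199 (SD, n = 4) on squalene, a difference of −56 that did not pass the test (two-sided exact permutation test, p = 0.629). Its direction turned with the threshold and the pools, to 13 more genes on squalene at 0.1 FPKM or more, 5.92 more without control pool 3 and 35.4 more without squalene pool 3.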

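*CDK1*, the kinase that drives entry into mitosis, had 4.69 ± 0.855 FPKM (SD, n = 4 pools) on squalene and 2.33 ± 0.313 (SD, n = 4) on the control diet, a log2 fold change of 0.97 with a standard error of 0.16. *APOA2*, an apolipoprotein of high-density lipoproteins, had 1311 ± 110.4 and 846 ± 87.5 FPKM (SD, n = 4 each), a log2 fold change of 0.63. *CFB*, complement factor B, had 649 ± 49.1 FPKM on squalene and 865 ± 48.8 on the control diet (SD, n = 4 each), and *FGL1*, a fibrinogen-like protein secreted by hepatocytes, had 192 ± 36.9 and 287 ± 26.8 (SD, n = 4 each). In each of these 4 genes the pools of the diets did not overlap, but none passed the test across all genes (adjusted p = 0.443 for *CDK1*, 0.731 for *APOA2* and 0.953 for *CFB* and *FGL1*, limma). The other 8 of the 10 genes with the smallest p above all control pools were *SERPINB7*, an inhibitor of serine proteases (log2 fold change 1.06), *SPHK1*, which makes sphingosine 1-phosphate (0.96), *FAM43A* (0.77), *CA14*, a carbonic anhydrase (0.76), *CD200R1L* (0.72), *RRM2*, a subunit of ribonucleotide reductase (0.71), *CENPO*, a centromere protein (0.70), and *TK1*, thymidine kinase (0.56). On the lower side they were *TOMM20L*, at most 0.35 FPKM in any pool (−1.36), *PYY*, the gut hormone peptide YY, listed at 0 in squalene pool 1 (−1.14), *ZNF232*, a zinc finger gene with 0.203 ± 0.0723 FPKM on squalene and 0.503 ± 0.123 on the control diet (SD, n = 4 each), *SESN1*, a stress-induced sestrin (−0.59), *TSPAN11*, a tetraspanin (−0.53), *TPGS2*, a subunit of tubulin polyglutamylase (−0.47), *NDUFAF8*, an assembly factor of respiratory complex I (−0.44), and *ADHFE1*, a mitochondrial transhydrogenase (−0.43). Their adjusted p was 0.771 to 1.00 from limma, and 4 genes above and 5 below known by numbers only ranked among them. Over the 14780 genes, 0 were higher or lower at an adjusted p under 0.05 from limma (smallest 0.174), 645 had an unadjusted p under 0.05 (308 higher, 337 lower) where chance gives 739, and a binomial test on the added pools, chosen after seeing the data, called 98 higher and 43 lower. In 395 genes, or 2.67%, the pools of the diets did not overlap, where chance gives 2.86%. Fitted differences of over 2-fold, untested, were found in 56 higher and 49 lower genes. *LOC110259523*, a locus with no gene name, had 0.24 to 0.50 FPKM in the control pools, was listed at 0 in the squalene pools and passed the test when the variance was fitted without a trend (adjusted p = 0.0448, limma). *LOC110256963*, another such locus, had 0.42 to 0.76 FPKM in the squalene pools and 0.21 in control pool 2, was listed at 0 in the other control pools and passed it without control pool 2 (adjusted p = 0.0341, limma). Each was the only call, and over the alternatives the smallest adjusted p ran from 0.0341 to 0.835. Both were named after their values were seen.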

There were 100 up-regulated and 40 down-regulated differentially expressed genes (DEGs) in control versus squalene groups (Figure 2A). The gene ontology (GO) classifications of DEGs/up- and down-regulated genes corresponding to biological and cellular processes are displayed in Figure 2B and Figure 2C, respectively. According to the biological classification of GO, the main changes in expression corresponded to 116 genes involved in the cellular process, biological regulation, and its control (Supplementary Table S1). Based on the GO cellular classification, the main changes in expression corresponded to 95 genes involved in cellular anatomical entity, intracellular, and protein-containing complex (Supplementary Table S2). 

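Interferon-stimulated genes, the antiviral response genes of the liver, were higher in squalene pool 1 than in any other pool, with a median log2 deviation of 1.19 from the mean of the 8 pools. *ISG15*, a ubiquitin-like antiviral protein named here after its values were seen, had 1547 FPKM in squalene pool 1, 146 to 219 in the other 3 squalene pools and 104 to 351.79 in the control pools. *CXCL10*, a chemokine that attracts T cells, was named likewise and had 1854 FPKM in squalene pool 1, 315 to 392 in the other squalene pools and 248 to 488 in the control pools. Of 34 interferon-stimulated genes measured, all 34 had a fitted log2 fold change above 0, with a median of 0.35, and the 4 with the smallest p were *USP18*, which removes *ISG15* from proteins (0.57), *HERC6*, a HECT-type ubiquitin ligase (0.22), *OAS2* (0.40) and *OAS1* (0.81), which start the decay of viral RNA. The list holds *OASL*, a gene of Table 1. None of the 34 passed the test, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05 (limma). The list as a whole was called higher by camera with a preset correlation between genes (adjusted p = 4.4e-06), but not with an estimated correlation (adjusted p = 0.965 with an estimated correlation), nor by fry (adjusted p = 0.977). Without squalene pool 1 its median was −0.012 and camera's adjusted p 0.587, with 3.4e-14 to 0.965 over the alternatives, and the median was 0.54 without control pool 1 and 0.55 without squalene pool 4. Of 39 inflammation and chemokine genes, 26 were above 0, with a median of 0.12 (camera, adjusted p = 0.164). The 4 with the smallest p were *IL6* (0.85), *IL1A* (0.57), *TLR2*, a receptor of bacterial lipoproteins (0.41), and *CCR7*, a homing receptor of lymphocytes (−0.33), and 0 passed or had an unadjusted p under 0.05, also adjusted over the list alone (limma). Among markers of immune cells, the medians were −0.078 for 25 markers of T and NK cells, −0.097 for 22 of Kupffer cells and macrophages, −0.13 for 10 of B and plasma cells and −0.18 for 12 of neutrophils, and none of these 4 lists was called (camera, adjusted p = 0.537, 0.0975, 0.877 and 0.240). The mean of the B and plasma cell markers was 0.043, of the other sign than their median and camera's direction. *CD4*, the coreceptor of helper T cells, had −0.35, *SIGLEC1*, a receptor of macrophages, −0.48, *TNFRSF17*, a receptor of plasma cells, 1.04, and *CXCR2*, a chemokine receptor of neutrophils, −0.31, and 0 genes of these 4 lists passed, also adjusted over the list alone, while 1 higher and 2 lower had an unadjusted p under 0.05 (limma). In squalene pool 1 the T and NK cell markers stood at 0.28 on the scale of deviations, and in control pool 1 the neutrophil markers at 0.48, against −0.078 to −0.025 in the other control pools.

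**Figure D3:**
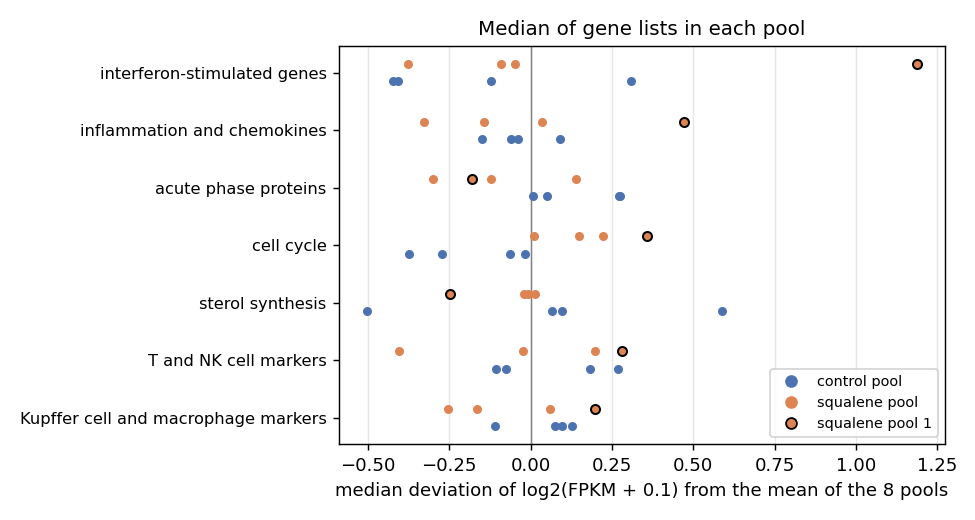
Median deviation of log2(FPKM + 0.1) from the mean of the 8 pools (horizontal axis) for 7 gene lists (vertical axis), with 1 point per pool colored by diet and squalene pool 1 outlined. The interferon-stimulated genes of squalene pool 1 stand at 1.19, and the other 3 squalene pools lie among the control pools.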

Pathway enrichment of DEGs analyzed according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure 2D and Supplementary Table S3) showed the main categories corresponding to genes involved in viral and anti-inflammatory responses. The volcano plot of statistical significance against log_2_-fold change between the tested groups is displayed in Figure 2C. 

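*MMP3* and *MMP1*, which degrade extracellular matrix, had log2 ratios of 3.04 and 2.49 in the authors' deposited table, with 2.09 and 0.75 FPKM in squalene pool 1 and at most 0.10 and 0.25 in any other pool. *SLC2A5*, the fructose transporter, had 2.47 in the authors' deposited table, and its 4 squalene pools, at 0.10 to 0.25 FPKM, lay above the control pools, at 0 to 0.06. *TMIGD3*, of the immunoglobulin superfamily, had 4.02 in the authors' deposited table and 0.06 to 1.87 FPKM in the squalene pools against 0 to 0.12 in the control pools. On the lower side, *CRABP1*, which binds retinoic acid, had −1.70 and *CPNE4*, a calcium-dependent phospholipid-binding protein, −2.49 in the authors' deposited table, and *CRABP1* had 0.79 to 2.11 FPKM in the control pools and 0 to 0.68 in the squalene pools. At a q-value under 0.001 and a log2 ratio of at least 1 in size, the authors' deposited table called 143 genes, 100 higher and 43 lower. Of the 126 among them that entered the limma test, 125 had the same direction, 52 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The pools of the diets did not overlap in 26 of the 143 genes, where chance gives 2.86% of genes, but the 143 had been called on the same pools. In 74 of the 143 genes of the authors' deposited table, 1 pool held more FPKM than the other 3 of its diet together, and 91 lay under 2-fold without the highest pool. Leaving out the highest pool of the higher diet can only lower a ratio called at 2-fold. No count from other splits was set beside these. Squalene pool 1 was the highest pool in 61 of the 100 higher genes.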

Using stringent conditions of signal log_2_ ratio (SL_2_R) above 1.5 or less than −1.5 with a false discovery rate (FDR) of *p* < 0.001, sixteen transcripts were up-regulated, namely, *PPP1R1B*, *OASL*, *PPP4R4*, *HES4*, *NEURL3*, *HTD2*, *CYP2C32*, *TMEM45B*, *AFP*, *ENPEP*, *LOC110256649*, *CYP2J34*, *LOC100526118*, *S100A2*, *SPRY3*, and *FOXG1*, and three were down-regulated, namely, *GTSF1*, *SQLE*, and *CHL1* (Table 1). 

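*PPP1R1B*, which encodes an inhibitor of protein phosphatase 1, had 22.95 FPKM in squalene pool 1, 0.23 to 0.94 in the other 3 squalene pools and 0.15 to 1.04 in the control pools (log2 fold change 1.65, standard error 1.12). *OASL*, an antiviral protein induced by interferon, had 146.64 FPKM in squalene pool 1, 1.39 to 2.67 in the other squalene pools, 13.58 in control pool 1 and 1.13 to 1.71 in the other control pools (1.15, standard error 1.35). *HES4*, a transcription factor of the Notch pathway, had 28.4 in squalene pool 1 and 0.87 to 1.54 in the other squalene pools (0.91, standard error 0.91), and *ENPEP*, the aminopeptidase that degrades angiotensin II, had 7.49 and 0.76 to 0.81 (0.94, standard error 0.63). *AFP*, the fetal counterpart of albumin, had 4.35 FPKM in squalene pool 4, 0.55 to 1.12 in the other squalene pools and 0.21 to 0.79 in the control pools (1.34, standard error 0.54). *CHL1*, a neural cell adhesion molecule on chromosome 13 from 56804309 to 57034191, had 0.04 to 0.09 FPKM in the squalene pools and 0.06, 1.62, 0.40 and 2.04 in control pools 1 to 4 (−2.19, standard error 0.70). Its exons share 1181 bases with an antisense noncoding gene, whose reads cannot be told apart where the counting ignores strand. *SQLE*, the epoxidase that turns squalene into its epoxide, lies on chromosome 4 from 14669789 to 14700152 and had 6.89 FPKM in control pool 1, 0.27 to 1.65 in the other control pools and 0.30 to 0.72 in the squalene pools (−0.92, standard error 0.79, and −0.072 without control pool 1). With single pools left out the change of *SQLE* ran from −1.49 to −0.072. *GTSF1*, a factor of the piRNA pathway, had 0.28 to 1.27 and 0.41 to 3 FPKM on squalene and control (−1.34, standard error 0.57). All 19 genes had the direction of Table 1. Other higher genes are *PPP4R4*, a regulatory subunit of protein phosphatase 4 (1.59), *NEURL3*, a ubiquitin ligase (1.39), *TMEM45B*, a membrane protein (1.45), *S100A2*, a calcium-binding protein (1.03), and *SPRY3*, an inhibitor of growth factor signaling (1.21). *LOC100515579*, the paper's HTD2, an enzyme of mitochondrial fatty acid synthesis (2.14), shares 6633 of its 6662 exon bases with *RPP14*, so its reads are uncertain, as are those of *CYP2C32* (1.02), *CYP2J34* (0.94), *LOC100526118*, a glutathione S-transferase (1.34), and *LOC110256649*, a retroviral gag gene (0.78), which have near copies. None of the 19 genes passed the test across all genes (limma, adjusted p = 1.00 for each), 4 had an unadjusted p under 0.05, 0 passed adjusted over the list alone (smallest 0.192) and 0 had an exact permutation p under 0.05. The list was chosen on these libraries, so it is not independent evidence of its direction. In 14 of the 16 higher genes 1 squalene pool held more FPKM than the other 3 together, 11 times squalene pool 1, and 6 of the 16 stayed above 2-fold in mean FPKM without squalene pool 1. Without it the fitted change turned to −0.39 for *OASL* and −0.20 for *HES4* and was 0.34 for *PPP1R1B*, 0.17 for *ENPEP*, 0.34 for *S100A2*, 0.35 for *CYP2J34*, 0.65 for *NEURL3*, 0.68 for *SPRY3*, 0.74 for *TMEM45B*, 0.79 for *PPP4R4* and 1.40 for *LOC100515579*. It was 0.79 for *AFP* without squalene pool 4 and turned to −0.36 for *LOC110256649* without squalene pool 2. With single pools left out it ran from 0.26 to 2.06 for *CYP2C32*, from 0.24 to 2.35 for *CYP2J34* and from 1.40 to 3.34 for *LOC100515579*. The paper took the genes past its thresholds of ratio and false discovery rate as up- or down-regulated, and reasons that pooling may lead to bias and a loss of biological variability, and that RT-qPCR was therefore run in individual samples. There it reports significant changes for most of the 19 genes, among them *PPP1R1B*, *OASL*, *AFP*, *ENPEP*, *SQLE* and *CHL1*, but not for *HES4* or *GTSF1*.

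**Figure D4:**
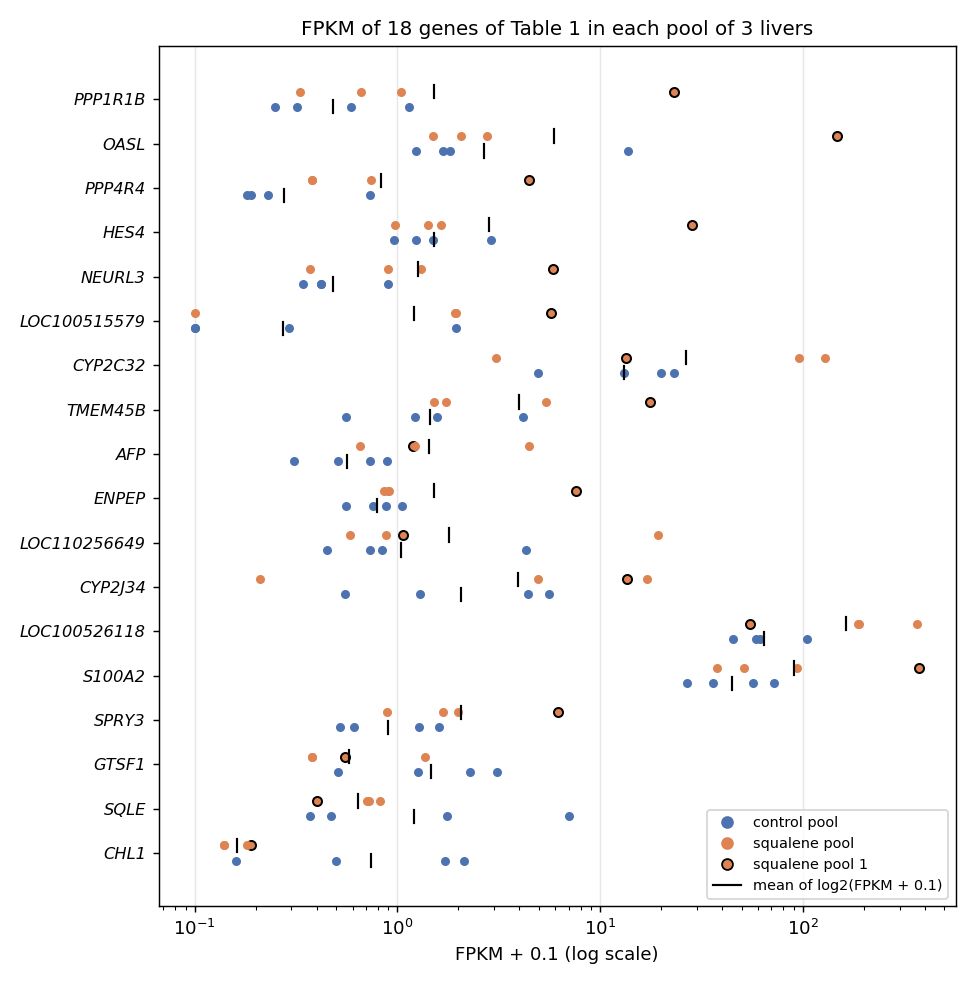
FPKM + 0.1 on a log axis (horizontal) for 18 genes of Table 1 (vertical), with 1 point per pool colored by diet, squalene pool 1 outlined and a vertical bar at the mean of log2(FPKM + 0.1) of each diet. Squalene pool 1 lies far to the right of the other pools for *PPP1R1B*, *OASL*, *HES4* and *ENPEP*, and the pools of the diets overlap in each of the 18 genes.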

The biological function of some of these genes could be classified in categories such as metabolism of lipids and xenobiotics, transmembrane transporters, and anti-inflammatory responses.

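Of 30 genes of fatty acid oxidation and PPARα targets, 22 were above 0, with a median log2 fold change of 0.10. *SLC25A20*, the mitochondrial acylcarnitine carrier, had 0.27, *HADHB*, of the trifunctional protein of β-oxidation, 0.29, *DECR1*, a reductase for unsaturated fatty acids, 0.26, and *CYP4A24*, a fatty acid hydroxylase with close paralogs, −0.48. Camera called this list higher with a preset correlation (adjusted p = 0.0023), but not with an estimated one (adjusted p = 0.965 with an estimated correlation), nor without control pool 1 (0.358) or squalene pool 4 (0.450), with 4.4e-06 to 0.965 over the alternatives. The median was 0.20 without control pool 2 and 0.18 without squalene pool 1. Of 25 genes of sterol synthesis, *SQLE* among them, 22 were below 0, with a median of −0.15, and the list was not called (camera, adjusted p = 0.0975). Its median log2 deviation was −0.25 in squalene pool 1, −0.020 to 0.013 in the other squalene pools and −0.50 to 0.59 in the control pools. *CYP51*, lanosterol demethylase, had −0.61, *HMGCS1*, the cytosolic HMG-CoA synthase, −0.31, and *TM7SF2* and *HSD17B7*, reductases of late sterol synthesis, 0.43 and 0.27. Of 35 genes of xenobiotic metabolism, 3 of them in Table 1, 18 were above and 17 below 0 (median 0.017, camera, adjusted p = 0.733). *GSTA4*, a glutathione S-transferase, had 0.67, *CYP2C42* −0.66 and *CES1*, a carboxylesterase, −0.23, all of families with close paralogs. Among 23 genes of lipoprotein assembly and uptake (median 0.031), *APOM*, an apolipoprotein that carries sphingosine 1-phosphate, had 0.46, *APOA5* 0.42 and *APOE* −0.27. *APOA2* and *APOM* rose adjusted over the list alone, and the list passed fry's test for change in either direction (adjusted p = 0.047), though not camera (adjusted p = 0.270). The other 5 lists were not called by camera. Their medians were −0.055 for 21 genes of fatty acid and triglyceride synthesis (adjusted p = 0.758), −0.042 for 20 of bile acid synthesis and transport (0.970), −0.049 for 21 lipid droplet proteins and lipases (0.895), 0.00081 for 21 of glucose and glycogen metabolism (0.760) and −0.018 for 21 of methionine and choline metabolism (0.824). The mean had the other sign for bile acids (0.021) and for glucose (−0.012), and camera's direction was up for these lists and for lipid droplets, against the median of bile acids and of lipid droplets. *THRSP*, an inducer of lipogenesis, had −0.64, *FASN*, fatty acid synthase, −0.32, *SLCO1B3*, a bile acid uptake carrier, 0.32, *HSD17B13*, a lipid droplet enzyme, −0.67, *PLIN2*, a lipid droplet coat protein, 0.36, *SLC2A2*, the glucose transporter of hepatocytes, 0.38, and *SARDH*, a dehydrogenase of sarcosine, −0.26. Over all genes 0 members of these 9 lists passed, and adjusted over the list alone 0 outside the lipoproteins, while 9 higher and 3 lower had an unadjusted p under 0.05 (limma).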

To confirm sequencing results, all transcripts were individually tested by their corresponding reverse transcriptase quantitative PCR (RT-qPCR) assays (Table 2).

A correlation study between RNAseq and RT-qPCR methods using the log_2_ fold change of both procedures resulted in an excellent agreement (r = 0.90, *p* < 0.0001) (Figure 3A). Furthermore, all samples were correctly classified (Figure 3B). 

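*CHL1*, the adhesion molecule whose exons overlap an antisense gene, had a fitted log2 fold change of −2.19 from the pools and −4.8 in the paper's RT-qPCR. *LOC100515579*, which shares most of its exons with *RPP14*, had 2.14 and the paper's 0.05. *PPP4R4* had 1.59 and the paper's 2.6, and *SQLE* −0.92 and the paper's −0.9. All 19 genes had the same sign by both methods, and the fitted change was the smaller in size in 15. The sign of *LOC100515579* says little, since its RT-qPCR ratio of 0.05 is close to no change and is not marked as significant. The 2 measures are unlike, since the fitted change is a difference of mean log2(FPKM + 0.1) and the paper's a ratio of group means. As a log2 ratio of mean FPKM, *CHL1* had −4.04 and *PPP4R4* 2.58, nearer to RT-qPCR. *SQLE* had −2.03, farther from it, and *LOC100515579* 2.20. Across the 19 genes Pearson's r of the fitted changes with RT-qPCR was 0.847 (permutation test, p = 4.2e-04) and Spearman's rho 0.462 (permutation test, p = 0.048). Genes are not independent replicates, and all 19 were chosen for their change in the same animals. Without *CHL1* alone r was 0.702 (permutation test, p = 0.00635). Without *CHL1* and *GTSF1*, the genes farthest from the median of the fitted changes, r was 0.497 (permutation test, p = 0.0654) and rho 0.247 (permutation test, p = 0.335). Within the 16 higher genes, a set chosen after seeing the data, r was −0.268 (permutation test, p = 0.309) and rho 0.096 (permutation test, p = 0.720), of the other sign. This set holds *LOC100515579*, with the largest fitted change of the 16 and the smallest RT-qPCR ratio. Since r was not computed without this gene, the value does not show a lack of agreement among the others.

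**Figure D5:**
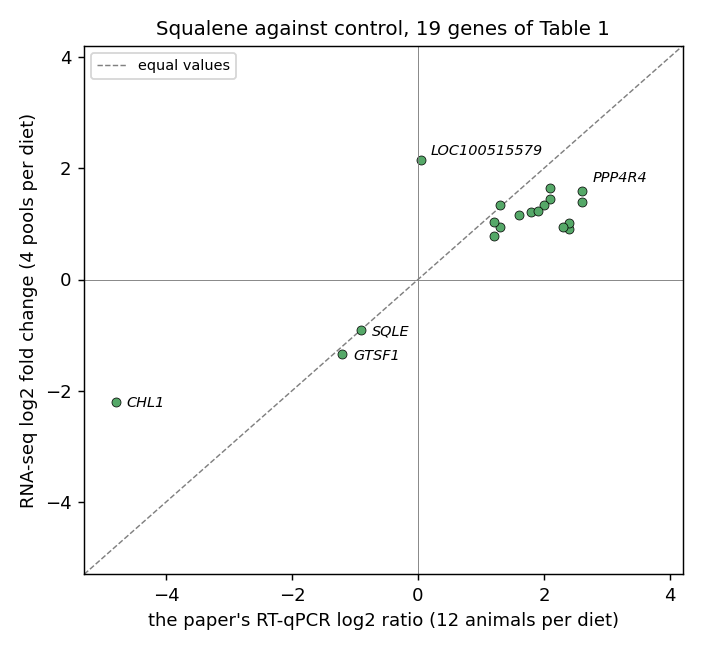
Fitted log2 fold change of the 4 squalene against the 4 control pools (vertical axis) and the paper's RT-qPCR log2 ratio from 12 animals per diet (horizontal axis) for the 19 genes of Table 1, with a dashed line at equal values. *CHL1* lies at −4.8 and −2.19, and *LOC100515579* at 0.05 and 2.14.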

In pigs receiving squalene (Table 2), twelve transcripts (*PPP1R1B*, *OASL*, *PPP4R4*, *NEURL3*, *TMEM45B*, *AFP*, *ENPEP*, *LOC110256649*, *LOC100526118*, *SPRY3*, *SQLE*, and *CHL1*) underwent significant expression changes.

Network correlations obtained from RT-qPCR results revealed significant complex relationships among transcripts (Figure 4), particularly for *PPP1R1B*, *OASL*, *PPP4R4*, *NEURL3*, *TMEM45B*, *AFP*, *ENPEP*, and *SPRY3.*

### 2.3. Association among Gene Expression Changes and Pathological Features of NASH

In order to explore the relevance of these gene changes in relation with the hallmarks of NASH, including lipid deposition, ballooning, and inflammation assessed as activity index, and steatosis, activity, and fibrosis as SAF score, correlation and receiver operating characteristic (ROC) curve analyses were carried out. Hepatic triglycerides were negatively associated (ρ = −0.487, *p* < 0.025) with *ENPEP* (Figure 5A) and lipid droplet areas were negatively associated (ρ = −0.473, *p* < 0.026) with *LOC100526118* expression (Figure 5D). Furthermore, changes in *ENPEP* and *LOC100526118* displayed higher discriminant power according to their area under the curve (AUC) values in their ROC curves compared to triglycerides (Figure 5B,C) and lipid droplet areas (Figure 5E,F). The activity index, reflecting the sum of ballooning and inflammation, was found to be positively associated with *AFP*, *NEURL3*, *OASL*, and *PP1R1B* and SAF score was positively associated with *NEURL3* (Figure 6A). Compared to the discriminant power indicated by their AUC values, either activity or SAF scores (Figure 6B,C) were surpassed by the values obtained for *PP1R1B* and *AFP* gene expression changes (Figure 6F,G).

### 2.4. Squalene Accumulates in the Liver and Is Responsible for the Changes in Gene Expressions

Pigs fed the squalene diet consumed, on average, more solid food than expected, resulting in a squalene intake per animal ranging from 135 to 240 mg/kg per day. The diet enriched with squalene led to a significant accumulation of this triterpene in swine livers (Figure 7A). The squalene content was found to be significantly associated with changes in *PPP1R1B*, *ENPEP*, *SPRY3*, *AFP*, and *TMEM45B* gene expressions, as shown in Figure 7B.

### 2.5. Squalene Is Responsible for the Changes in Genes Expression in Human Hepatoma G2 (HEPG2) and Murine Alpha Mouse Liver 12 (AML12) Cell Lines

To verify whether those changes and associations were a direct response of squalene, the human HEPG2 and the murine AML12 cell lines were incubated in the presence of 30 µM squalene for 72 h. This concentration carried in nanoparticles was particularly effective in controlling reactive oxygen stress in cell cultures [34]. Transcripts displaying significant correlation were assayed. Consistently, in the HEPG2 cell line, *PPP1R1B*, *TMEM45B*, *AFP*, *ENPEP*, and *SPRY3* matched the expression pattern observed in the livers of pigs consuming the squalene-enriched diet (Table 3). The same expression changes were observed in the AML12 cell line, except for *Spry3*, which showed the opposite expression pattern (Table 4).

## 3. Discussion

The nutrigenomic approach aimed to characterize the hepatic transcriptomics of Large White x Landrace pigs developing a reproducible and reversible NASH following a steatotic diet and the changes induced by including 0.5% squalene in the diet. Pigs receiving the latter diet exhibited a noticeable squalene accumulation in their livers (Figure 7A) and significantly increased hepatic expressions of *PPP1R1B*, *OASL*, *PPP4R4*, *NEURL3*, *TMEM45B*, *AFP*, *ENPEP*, *LOC110256649*, *LOC100526118*, and *SPRY3*, as well as significantly decreased expressions of *CHL1* and *SQLE*. All of these transcripts were found to strongly interact in a complex hepatic network of gene expressions (Figure 4). These findings were accompanied by decreased hepatic triglycerides and lipid droplet areas, and an increased cellular ballooning, resulting in a higher NASH activity index and SAF score. However, there were no changes observed in inflammation or fibrosis. The DEGs were notably associated with some of these pathological parameters. In this sense, *ENPEP* was associated with hepatic triglyceride content; *LOC100526118* was associated with lipid droplet areas; *OASL*, *AFP*, *PPP1R1B*, and *NEURL3* were associated with activity index; and *NEURL3* was associated with activity and SAF score. Furthermore, *AFP*, *ENPEP*, and *PPP1R1B* ROC curves showed a great discriminant power according to their areas under the curves. Moreover, the squalene-dependent expression of *PPP1R1B*, *TMEM45B*, *AFP*, *ENPEP*, and *SPRY3* followed the same pattern in vitro using the human HEPG2 hepatic cell line incubated with squalene (Table 3). In murine AML12 cells, squalene induced the same expression profile for selected transcripts, except for *Spry3* (Table 4). These consistent findings suggest a direct effect of squalene on these hepatic transcripts, independent of the studied species. This represents a unique and uncharted territory of gene expression in liver pathology where ballooning is dissociated from steatosis.

The high-throughput RNA-sequencing technology provides raw data about DEGs in addition to polymorphisms, alternative splicing events, and low-expression and novel transcripts [35]. The squalene-modified DEGs were influenced by global alternative splicing events, including 5′ and 3′ sites, retained introns, skipped and mutually exclusive exons, with no change on single nucleotide polymorphisms. RNA pooling assay can be used as an effective tool to reduce the cost of large-scale assays. However, this may lead to random experimental errors in the forms of bias and loss of biological variability [35,36,37]. Therefore, this approach was confirmed by RT-qPCR using individual samples. Nineteen transcripts were analyzed using the stringent criteria of SL_2_R more than 1.5 or less than −1.5 with a false discovery rate (FDR) of *p* < 0.0001. The robust linear association (r = 0.90, *p* < 0.0001) (Figure 3A) and the similitude of response (Figure 3B) verify the concordance between the two technologies and the high reliability of the results.

The steatotic diet used employs high amounts of saturated fat, cholesterol, cholate, and fructose, with low levels of methionine (1.1 g/kg) and choline (50 mg/kg), which are crucial for hepatic β-oxidation and the synthesis of very low-density lipoprotein (VLDL) [33,38]. In this way, the impairment of both metabolic pathways was critical to overcome the natural resistance of pig to develop fatty liver. Moreover, methionine-choline-deficient (MCD) diets lower glycogen stores and induce hepatic oxidative stress, apoptosis, and steatosis [38,39]. In the porcine model used in this study, the administration of the diet over a short period promoted NASH with an identical distribution of cellular ballooning grades 1 and 2, as determined by the steatosis activity fibrosis (SAF) score and FLIP algorithm [32]. The amount of squalene chosen was similar to that administered to rabbits, which induced changes in the hepatic transcriptome [30]. This amount would also represent an adapted metabolic rate of the 1% squalene-containing diets used in mice [29,40].

The porcine model has been used as a human alternative for studying NASH pathogenesis due to their high physiological, anatomical, metabolic, genetic, and liver size similarities [31,41]. The porcine expression map revealed global liver protein-coding and gene expression similarity for both species [42]. Squalene administration to the porcine model reproduced the accumulation seen in the liver of mice [29] and rabbits [25]. However, the latter models showed no change in hepatic triglyceride content despite a higher area of lipid droplets [25], in contrast to the results seen in male pigs. In the pig model, the squalene effect has been tested in animals with established non-alcoholic steatohepatitis. In cultured human hepatocytes, squalene modified the expression of lipid metabolism genes, leading to crucially lower triacylglycerols and cholesterol content, when cellular uptake of fatty acids was increased [43]. In other models, squalene has been found to influence a cluster of genes related to lipid content [29,30]. The difference in responses could be related to species-specific expression patterns or to experimental settings.

To address the meaning of these gene expressions, correlation analyses were conducted, revealing several pathological findings. In this regard, increased *ENPEP* expression was inversely related to the hepatic triglyceride level (Figure 5A). Controversial findings have been described regarding *ENPEP*. It codifies for a membrane glutamyl aminopeptidase whose hepatic levels increase with the progression of NAFLD and decrease upon treatment [44]. However, PPARα modulators that are used as triglyceride-lowering agents induce hepatic expression of *ENPEP* [45,46] and *ENPEP* peptidase protects against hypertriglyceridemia [47]. Interestingly, *ENPEP* was associated with squalene levels and showed the same expression profile in hepatocytes, indicating a direct squalene effect. This was not the case of *LOC100526118*, which codifies for a glutathione S-transferase A1-like that is highly expressed in the liver. This is a highly polymorphic transcript that was activated in response to squalene and was associated with a reduced area of lipid droplets (Figure 5B), probably due to its triglyceride metabolic and antioxidant activities [48,49,50], in addition to detoxification properties due to conjugation of hydrophobic and electrophilic compounds with reduced glutathione (GSH). Decreased GSH has been linked to diminished lipid droplets [51]. *PPP4R4* over-expression was found to activate glucose metabolism [52], leading to lessen triglyceride content [53]. On the other hand, the squalene-reduced expression of *CHL1* impairs insulin secretion [54,55], thus activating the production of hepatic triglyceride-rich lipoproteins [56] and consequent NAFLD [57,58]. Considering the decreases in lipid droplet areas and triglyceride accumulation observed in squalene administration, these gene changes would be offset by the expression of other genes. These findings demonstrate the important involvement of all these genes in hepatic lipid metabolism and their intertwined network to achieve an effect in response to squalene administration.

The squalene accumulation was associated with the ballooning score and, in this way, with NASH activity and SAF score [33]. For this reason, the association of gene expressions with these indexes was examined. As shown in Figure 6, several genes, including *PPP1R1B*, *AFP*, *OASL*, and *NEURL3*, showed a significant association with those parameters. All these transcripts were noticeably interacting in a complex network, thus suggesting a functional association (Figure 4). *PPP1R1B* suppresses protein phosphatase 1 [59] and induces glycogenosis [60]. Glycogenosis in NAFLD patients is associated with higher ballooning score, despite the lower steatosis and fibrosis scores [61]. The same profile was observed in NASH liver in response to squalene. Furthermore, *AFP* is a fatty acid binding protein. Fatty acid composition triggers different responses to NAFLD and its synthesis is correlated with ballooning score [62]. In the liver, a lower estearic/palmitic fatty acid ratio and a higher palmitoleic/palmitic ratio increase ballooning and fibrosis scores [62], while the serum level of palmitoleic fatty acid is negatively correlated with NAFLD activity and ballooning scores [63]. Interestingly, in the squalene-NASH swine model, the plasma lipidomic showed a consistent decrease in palmitic fatty acid [33]. Moreover, *AFP* is essential in the SMADS signal transduction pathway against hepatic fibrosis, particularly for SMAD2 [64,65]. Both *PPP1R1B* and *AFP* showed the same expression profile in vitro in hepatocytes, indicating a direct squalene effect. Furthermore, *OASL* represses interferon type 1 activity [66], therefore reducing the polarization of macrophages, and consequently suppressing inflammation of NAFLD [67], reinforcing the anti-inflammatory role of intervention. Notably, *OASL* is positively regulated by PPARα, which is inversely related to NAFLD activity score [68]. Finally, *NEURL3* enables ubiquitin protein ligase activity 3, which is involved in down-regulating NAFLD gene clusters [69,70], thus alleviating the progress of NAFLD. The combined induced expression of *PPP1R1B*, *AFP*, *OASL*, and *NEURL3* may play an important role in the development of this ailment. In fact, the obtained ROC curves suggest that *AFP* and *PPP1R1B* have a stronger discriminating value than classical indexes of NAFLD activity and SAF score. In humans, *PPP1R1B* and *AFP* are positively associated with ballooning score [60,61,62]. In this way, this model reproduces the human situation, but the expression of *ENPEP*, which lowers triglyceride levels [45,46,47], and that of *NEURL3* and *OASL*, which suppress inflammatory response [66,67], would create a unique setting of ballooning and no inflammatory or fibrotic changes, which merit further research.

Previous studies showed that squalene exerts anti-neoplastic effects [30,71]. *PPP1R1B* is activated in colorectal liver metastasis [72]. *SPRY3* is a negative regulator of the RTK/Ras/MAPKS pathway. However, unlike *SPRY1*, *SPRY2*, and *SPRY4*, and despite its positive linkage with *SPRY1*, the expression level in HCC is not modified [73]. *TMEM45B* is a hub gene in hepatic differentiation [74] and is up-regulated in response to cirrhosis [75]. In addition, it has distinct neoplastic expression patterns, although none are of hepatic origin [76,77,78,79], so further studies are required to demonstrate the effect of *TMEM45B* on hepatic neoplasia. Both *SPRY3* and *TMEM45B* were induced by squalene administration (Table 2). On the other hand, *CHL1* is a modulator of the cell cycle through the p53 pathway, with frequent overexpression in liver cancers [80]. In this case, squalene administration decreased its expression, a phenomenon that seems to be independent of the previous expression since they were not connected in the proposed gene network (Figure 4). Therefore, the phenotype could be a balance of expression among these genes, which could play a role in the progression of NASH to cirrhosis and cancer.

In conclusion, feeding male Large White x Landrace pigs a squalene-supplemented steatotic diet resulted in squalene accumulation in the liver and acted as a modulator of the hepatic transcriptome. Transcripts including *PPP1R1B*, *OASL*, *PPP4R4*, *NEURL3*, *AFP*, *TMEM45B*, *ENPEP*, *LOC110256649*, *LOC100526118*, *SPRY3*, *CHL1*, and *SQLE* experienced significant changes, and their expression was significantly associated, suggesting an interacting network. Concomitantly, these findings were accompanied by decreased hepatic levels of triglycerides and lipid droplets, whereas cellular ballooning score, NASH activity, and SAF score increased. The associations of gene expression with pathological features indicate that *LOC100526118* was associated with hepatic lipid droplet areas; *ENPEP* with hepatic triglycerides; *OASL*, *AFP*, and *PPP1R1B* with NASH activity; and *NEURL3* with NASH activity and SAF scores. Moreover, *AFP*, *ENPEP*, *LOC100526118*, and *PPP1R1B* showed a strong discriminant power compared to those pathological parameters. Several transcripts, namely, *PPP1R1B*, *TMEM45B*, *AFP*, and *ENPEP*, showed the same expression pattern in vitro in a human cell line, indicating a hepatic direct relationship between squalene and these gene expressions. Overall, these findings indicate that squalene accumulates in the liver and is able to modulate gene expression changes that may influence the fate of NASH.

## 4. Materials and Methods

### 4.1. Animal Models and Experimental Design

The experimental animals were 24 male Large White x Landrace pigs generated by artificial insemination at Cooperativa Ganadera de Caspe (Zaragoza, Spain). After one month of acclimation in the facilities of Servicio General de Apoyo a la Investigación, División de Experimentación Animal, Facultad de Veterinaria, Universidad de Zaragoza, pigs, weighing 38 ± 2.8 kg, received a steatotic diet of high cholate, cholesterol, fructose, and saturated fat, and low methionine and choline content, for 1 month [32]. Then, they were liver biopsied and divided into two groups of equal hepatic triglyceride and cholesterol contents. The first group (*n* = 12) was fed with the steatotic diet and the second (*n* = 12) was fed with the same diet enriched with 0.5% squalene. Both groups received their diets for one additional month. Dietary consumption was monitored on a weekly basis. Taking into account the amount consumed and body weight, the dose was equivalent to 135 mg/kg dose of squalene per animal per day. Squalene was purchased from Molekula Group (Darlington, UK). Animals had ad libitum access to feed and water. Following the experimental period and after an overnight fast, all pigs were euthanized by an overdose of Propofol (B/Braun-Vetcare, Rubí, Barcelona, Spain) and biological specimens were collected. Experiments were carried out according to the European Union guidelines for laboratory animals (Directive 2010/63/UE) and in compliance with ARRIVE guidelines. Study protocols were authorized by the Ethics Committee for Animal Research of the University of Zaragoza (PI43/15).

### 4.2. Liver Histological Analyses

A sample from each liver was stored in neutral formaldehyde and embedded in paraffin wax. Sections (4 μm) were stained with hematoxylin-eosin or with Masson’s trichrome staining and then images were captured using a Nikon microscope. Lipid droplet and fiber areas were quantified and expressed as percentage of total liver section with Adobe Photoshop CS3 (Adobe Inc., San Jose, CA, USA). Liver sections were blindly assessed by a single qualified pathologist. The fatty liver inhibition of progression (FLIP) algorithm and SAF score were used to categorize the histological stages of NASH [5]. Briefly, steatosis was based on the percentage of hepatocytes that contained large and medium lipid droplets, but no microvesicles, using a scale of 0 to 3 (0: <5%; 1: 5–33%, 2: 34–66% and 3: >67%). Ballooning was graded on a scale from 0 to 2 (0: normal hepatocytes; 1: groups of rounded hepatocytes with pale cytoplasm and the size similar to that of normal hepatocytes; and 2: as for grade 1, but where there was at least one enlarged ballooned hepatocyte (2-fold size compared with that of normal cells within a cluster of grade 1 hepatocytes)). Inflammation was assessed by counting the number of inflammatory foci ((2 or more cells)/lobule) at 20× magnification. The inflammation was graded 0 for none, 1 for less than 2 foci per lobule, and 2 for at least 2 foci per lobule. The activity score was calculated by adding the grades of ballooning and lobular inflammation. Fibrosis was classified on a scale from 0 to 4 based on the location and number of fibers present. Grade 0 indicated no fibrosis present, *g*rade 1 indicated the presence of fibrosis limited to the perisinusoidal or periportal regions, *g*rade 2 indicated the presence of perisinusoidal and periportal fibrosis without flanges, *g*rade 3 indicated the presence of flanged fibrosis, and *g*rade 4 indicated the presence of cirrhosis. The steatosis activity fibrosis (SAF) score was calculated by adding together the scores for steatosis, activity, and fibrosis.

### 4.3. Quantification of Hepatic Lipids and Squalene

Hepatic cholesterol and triglyceride extraction and analyses were carried out as previously described [32]. Squalene was extracted and quantified by solid phase extraction, gas chromatography, and mass spectrometry (GC/MS), as mentioned [25].

### 4.4. RNA Extraction

Total liver RNA was extracted using the Quick-RNA MiniPrep kit (Cat. No: R1055, ZYMO Research, Irvine, CA, USA), following the manufacturer’s instructions. Both RNA quantity and purity were assessed using a Nanodrop1000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA). RNA was quantified by measuring the absorbance at 260 nm. Purity was determined by analysis of the absorbance at A260/A280. The ratio was ~2. The integrity for both 28S and 18S ribosomal RNAs was verified by agarose gel electrophoresis with the 28S/18S ratio being greater than 2. The quality of RNAseq samples (RQI > 9) was checked using Bio-Rad Lab Chip technology (Hercules, CA, USA).

### 4.5. RNAseq and Data Analyses

For both animal groups, four pools of three animals each were prepared using equal amounts of hepatic total RNA. RNA quantity and quality were tested by RIN value, 28S/18S, and fragment length distribution using an Agilent 2100 Bio analyzer (Agilent RNA 6000 Nano Kit, Santa Clara, CA, USA). Library construction and sequencing were carried out at the BGI service (Shenzhen, China) as previously described [81]. Sequencing reads containing low-quality, adaptor-polluted, and unknown base reads were filtered to obtain clean reads. These reads were mapped onto the reference genome (Sscrofa11.1 (GCA_000003025.6)) using HISAT2. The detailed bioinformatics workflow was previously described [32]. The complete database was deposited in the GEO database with the accession number GSE214732.

### 4.6. Reverse Transcriptase-Quantitative PCR (RT-qPCR)

RNAseq transcripts displaying a signal log_2_ ratio > 1.5 or <−1.5 and FDRs lower than 0.001 were selected for confirmation in individual samples by RT-qPCR. Primers were designed using NCBI and then checked for gene specificity and full variant coverage by BLAST (NCBI), KEGG and Ensemble Genome Browser (Supplementary Table S4). Equal amounts (500 ng) of DNA-free RNA were used to synthesize complementary DNA (cDNA) using PrimeScript RT reagent Kit (Cat. No: RR037A, Takara, Kutsatsu, Shiga, Japan) following the manufacturer’s instructions. Primer concentrations and cDNA input were optimized to obtain efficiencies between 95 and 105%. Quantitative real-time analysis was carried out using SYBR Green dye master mix (Applied Biosystems, Foster city, CA, USA) according to the manufacturer’s instructions, utilizing a ViiA7 Real-TIME PCR System (Life Technologies, Carlsbad, CA, USA). Analysis of relative gene expression data was conducted using the 2^−ΔΔCT^ method and normalized to the most stable reference genes: UBA52 for swine samples, *GAPDH* for the HEPG2 cell line, and *Ppib* for the AML12 cell line.

### 4.7. AML12 Cell Culture

The murine hepatic cell line was obtained from the ATCC collection (Manassas, VA, USA) and was grown in a humidified atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s minimum essential medium (DMEM) with glucose (4.5 g/L) (Thermo Fisher Scientific Waltham, MA, USA), F12-Ham’s medium with 1 mM l-glutamine (GE Healthcare Life Science, South Logan, UT, USA) enriched with 10% fetal bovine serum (Thermo Fisher Scientific Waltham, MA, USA), 1:500 insulin-transferrin-selenium (Corning, Bedford, MA, USA), 40 ng/mL dexamethasone (Sigma-Aldrich; Merck Millipore, Darmstadt, Germany), 1% non-essential amino acids (Thermo Fisher Scientific, Waltham, MA, USA), 100 U/mL penicillin; Thermo Fisher Scientific), 100 µg/mL streptomycin; Thermo Fisher Scientific, Waltham, MA, USA), and 2.5 µg/mL amphotericin B (Thermo Fisher Scientific, Waltham, MA, USA). When cells reached a confluence of 90–100%, the medium was removed and cells were washed twice with phosphate buffered saline followed by addition of medium free of fetal bovine serum and amphotericin B. Cells were then incubated for 72 h with 30 µM squalene (Sigma-Merck, Darmstadt, Germany), carried in 0.1% poly lactic-co-glycolic acid (PLGA) versus non-loaded PLGA nanoparticles as control [34]. Each condition was tested in triplicate in two experiments. Media were removed, and cells were washed twice with phosphate buffered saline and collected. Squalene effect was investigated at mRNA level for genes (*Ppp1r1b*, *Enpep*, *Afp*, *Tmem45b*, and *Spry3*), showing a significant association with hepatic squalene content in the swine model. The primers are listed in Supplementary Table S4.

### 4.8. HEPG2 Cell Culture

The human hepatic cell line was obtained from the ATCC collection and was grown in a humidified atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s minimum essential medium (DMEM) (4.5 g/L) (Thermo Fisher Scientific Waltham, MA, USA) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA), 2% of 4 mM glutamine, 1% of 100 mM sodium pyruvate, 1% non-essential amino acids (Thermo Fisher Scientific, Waltham, MA, USA), 100 U/mL penicillin; Thermo Fisher Scientific), 100 µg/mL streptomycin; Thermo Fisher Scientific, Waltham, MA, USA), and 2.5 µg/mL amphotericin B (Thermo Fisher Scientific, Waltham, MA, USA). When cells reached 90–100% confluence, the medium was removed and cells were washed twice with phosphate buffered saline followed by addition of the medium free of fetal bovine serum and amphotericin B. Cells were then incubated for 72 h with 30 µM squalene (Sigma-Merck, Darmstadt, Germany), carried in 0.1% poly lactic-co-glycolic acid (PLGA) versus non-loaded PLGA nanoparticles as control [34]. Each condition was tested in triplicate. Media were removed, and cells were washed twice with phosphate buffered saline and collected. Squalene effect was investigated at mRNA level for genes (*PPP1R1B*, *ENPEP*, *AFP*, *TMEM45B*, and *SPRY3*). Primers are listed in Supplementary Table S4.

### 4.9. Quality Control and Statistics

Samples in quantitative real-time analysis were run in duplicate and their coefficient of variation was obtained. Duplicates showing a coefficient of variation greater than 3% were discarded and repeated. Statistical analyses were carried out with GraphPad Prism 8.0 for Windows (GraphPad Software, San Diego, CA, USA). Data were analyzed for normal distribution using the Shapiro–Wilk test and for homogeneity of variance using Bartlett’s F-test. In most cases, the outcome of these parameters failed, and results were analyzed by the nonparametric one-tailed Mann–Whitney U-test. *p* < 0.05 was considered significant. Receiver operating characteristic (ROC) curves were generated using GraphPad Prism 8.0 for quantitative values. This software also reports the area under the curve (AUC), which defines how well the measured parameter can differentiate between tested groups for each parameter. Correlations among all parameters were analyzed using two-tailed Spearman’s correlation coefficient according to the Statistical Package for Social Sciences version 25 (IBM, Armonk, NY, USA), and those with *p* < 0.02 were considered.

## Figures and Tables

**Figure 1:**
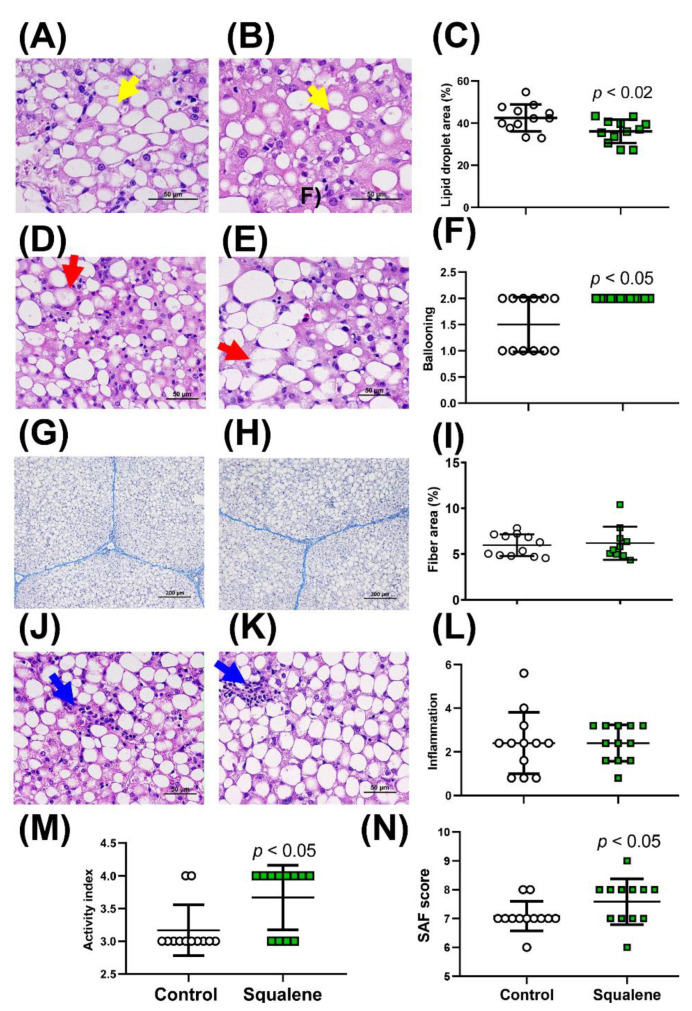
Histological analyses of male swine livers fed different diets. Representative hepatic micrographs of hematoxylin-eosin-stained sections (4 μm) from control (**A**) and squalene (**B**) groups. Bar denotes 50 μm. Morphometric changes in lipid droplet area expressed as percentage of total liver section (**C**). Selected fields displaying ballooned hepatocytes from control (**D**) and squalene (**E**) groups and quantification of ballooning (**F**). Bar denotes 50 μm. Representative liver micrographs of Masson’s trichromic-stained slides from control (**G**) and squalene groups (**H**). The scale bar represents 200 μm. Changes in fiber area (**I**) were assessed morphometrically and are expressed as a percentage of total liver section. Selected fields displaying inflammatory foci in control (**J**) and squalene (**K**) groups and quantification in all animals (**L**). Bar denotes 50 μm. The activity index (ballooning and inflammation) (**M**). The SAF score (steatosis grading, ballooning, inflammation, and fibrosis) (**N**). Lipid droplets, ballooned hepatocytes, and inflammatory foci are represented by yellow, red, and blue arrows, respectively. Data are individual results and their means and standard deviations of 12 pigs per group. Statistical analyses were performed according to the one-tailed Mann–Whitney U-test.

**Figure 2:**
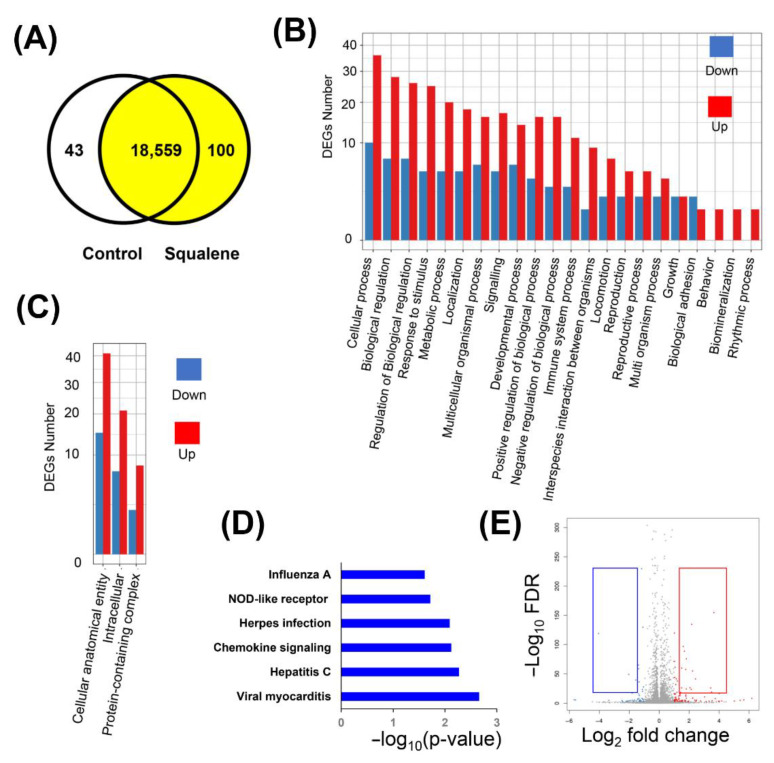
DEGs by the administration of squalene according to RNAseq of livers from a porcine model of dietary NASH development. (**A**) Venn diagram analysis showing the transcripts expressed in control and squalene groups on the steatotic diet with a fold change > 2 and false discovery rate FDR < 0.001. (**B**) Gene ontology (GO) classification of biological processes of up-regulated and down-regulated genes following squalene administration. The *x*-axis illustrates the GO term. The *y*-axis represents the number of up-/down-regulated genes. DEGs, differentially expressed genes. (**C**) GO classification of cellular processes of up-regulated and down-regulated genes by squalene administration. (**D**) Pathway enrichment of DEGs expressed as the log [–P] analyzed by KEGG. (**E**) Volcano plot representing DEGs. Each condition was performed on four pools, each pool consisting of three pig livers. Red and blue squares represent the selected genes shown in Table 1.

**Figure 3:**
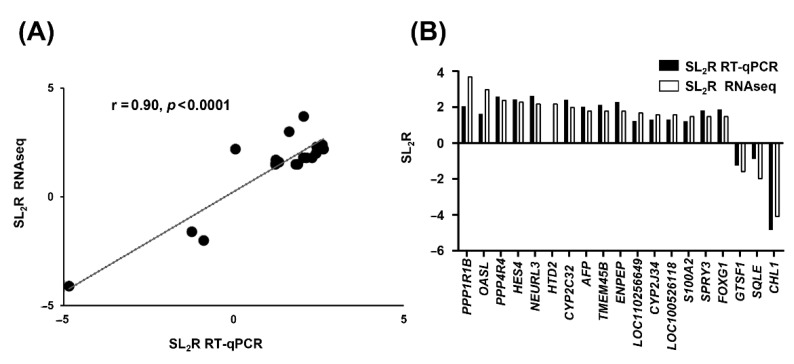
Concordance between used methods of RNA analysis. (**A**) Correlation analysis of 19 selected genes between RNAseq and RT-qPCR normalized to the constitutive *UBA52*. The mean values of SL_2_R of selected genes from RT-qPCR individual analyses (Table 2) were plotted against SL_2_R from RNAseq using pooled samples (Table 1). Twelve samples per group. Excellent agreement between assays was observed (r = 0.90, *p* < 0.0001). (**B**) Difference in expression of the 19 selected genes between both assays.

**Figure 4:**
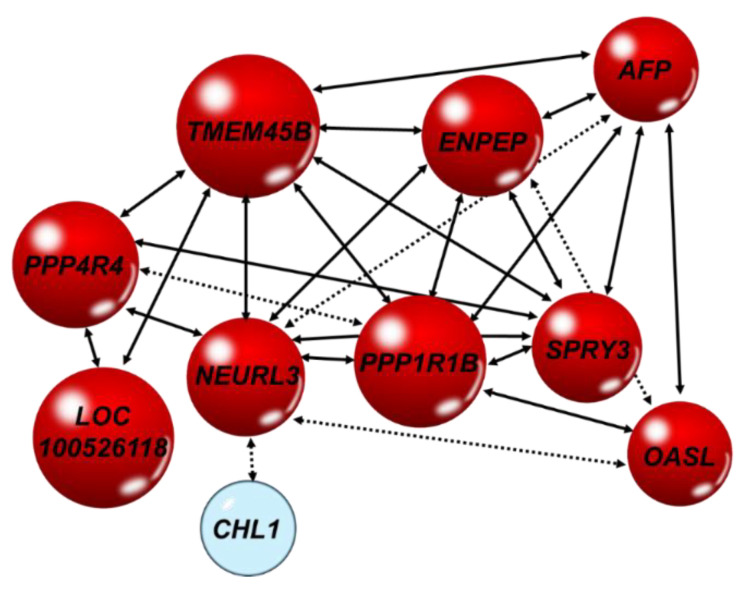
Network of hepatic transcripts in male swine consuming different diets. Significant bilateral Spearman’s correlations of gene expressions analyzed by RT-qPCR. Red, up-regulation and blue, down-regulation. Solid line arrow, *p* < 0.01 and dotted arrow, *p* < 0.02.

**Figure 5:**
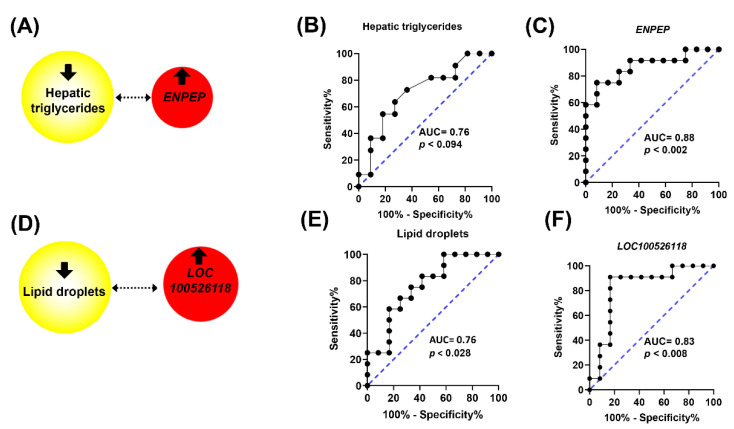
Association among hepatic triglycerides, lipid droplets, and gene expressions in response to squalene administration in pigs. Significant bilateral Spearman’s correlations (*p* < 0.02). Red, up-regulation (**A**,**D**). ROC curves of hepatic triglycerides (**B**), *ENPEP* (**C**), lipid droplets (**E**), and *LOC100526118* (**F**).

**Figure 6:**
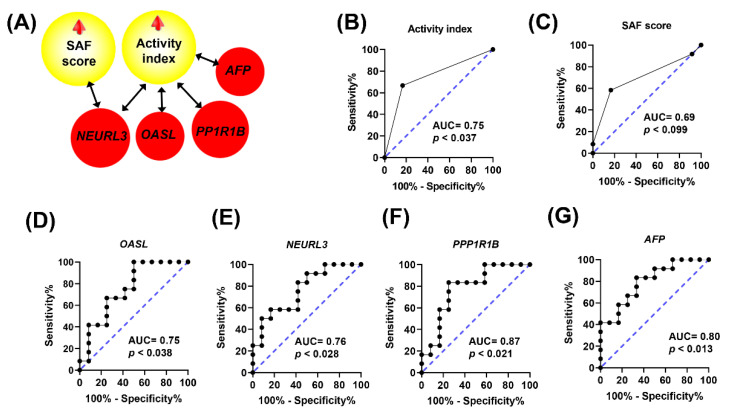
Histological findings and gene expressions in the livers of pigs receiving different diets. Association of NASH parameters with gene expressions (**A**). Significant Spearman’s correlations (*p* < 0.02) are shown. ROC curves of activity index (**B**), SAF score (**C**), hepatic expression of *OASL* (**D**), *NEURL3* (**E**), *PPP1R1B* (**F**), and *AFP* (**G**).

**Figure 7:**
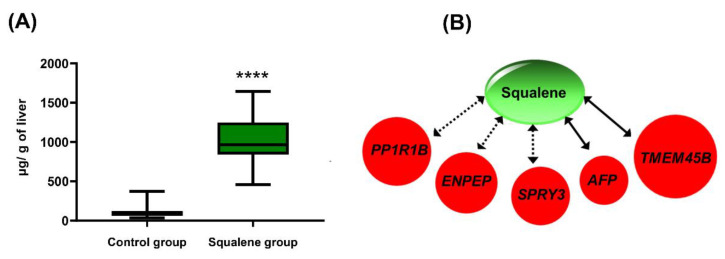
Squalene analyses in male swine consuming different diets. (**A**) Squalene content following dietary regimens. Data are means and 5–95 percentiles for each group of 12 pigs. Statistical analyses were performed according to the one-tail Mann–Whitney U-test. ****, *p* < 0.0001. (**B**) Correlations of hepatic squalene content with gene expression. Red; up-regulation. Significant Spearman’s correlations. Solid line arrows, *p* < 0.01; dotted arrow, *p* < 0.02.

**Table 1:** The most striking hepatic transcripts regulated by 0.5% squalene in male pigs consuming the steatotic diet according to RNAseq.

Function	Gene ID	Name	Symbol	Control (FPKM)	Squalene (FPKM)	Log_2_ Fold Change Squalene/Control
**Up-regulated**						
Signal transduction	100736966	Protein phosphatase 1 regulatory inhibitor subunit 1B	*PPP1R1B*	63	785	3.7
Signal transduction	595119	2′-5′-oligoadenylate synthase-like protein	*OASL*	441	3611	3.0
Signal transduction	100737576	Protein phosphatase 4 regulatory subunit 4	*PPP4R4*	59	314	2.4
Transcription factor	100739264	Hes family bHLH transcription factor 4	*HES4*	569	2853	2.3
Protein ubiquinization	100524797	Neuralized E3 ubiquitin protein ligase 3	*NEURL3*	98	456	2.2
Fatty acid biosynthesis	100515579	Hydroxyacyl-thioester dehydratase type 2, mitochondrial	*LOC100515579* (*HTD2*)	259	1155	2.2
Metabolism of xenobiotics	403106	Cytochrome P450, 2C32	*CYP2C32*	2165	8633	2.0
Membrane protein	100516991	Transmembrane protein 45B	*TMEM45B*	237	825	1.8
Fatty acid transport	397586	Alpha-fetoprotein	*AFP*	77	268	1.8
Peptide hormone metabolism	397080	Glutamyl aminopeptidase	*ENPEP*	191	647	1.8
Endogenous retrovirus C	110256649	Porcine endogenous retrovirus C gag protein	*LOC110256649*	337	1071	1.7
Metabolism of xenobiotics	100524750	Cytochrome P450, 2J34	*CYP2J34*	414	1249	1.6
Metabolism of xenobiotics	100526118	Glutathione S-transferase A1-like	*LOC100526118*	5125	15029	1.6
Cell cycle progression	100152729	S100 calcium binding protein A2	*S100A2*	1817	5171	1.5
ERK signaling	100515521	Sprouty RTK signaling antagonist 3	*SPRY3*	301	848	1.5
Transcription factor	110261579	Forkhead box G1	*FOXG1*	134	376	1.5
**Down-regulated**						
Control of transcription	100521495	Gametocyte specific factor 1	*GTSF1*	543	182	−1.6
Sterol biosynthesis	100113409	Squalene monooxygenase	*SQLE*	464	112	−2.0
Signal transduction	100511780	Cell adhesion molecule L1 like	*CHL1*	570	34	−4.1

Data are fragments per kilo base per million mapped (FPKM) reads. 

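In FPKM, *LOC100526118* was the most abundant gene of Table 1, with 199 ± 127 (SD, n = 4 pools) on squalene and 67.6 ± 25.9 (SD, n = 4) on the control diet. This gene, a glutathione S-transferase of chromosome 7 (46571106 to 46588139), has close paralogs, so its reads are uncertain. *S100A2*, on chromosome 4 from 96073496 to 96076825, had 139 ± 159 and 47.8 ± 20.4 FPKM (SD, n = 4 each). *CYP2C32*, on chromosome 14 from 106437957 to 106473226 and also with close paralogs, had 60.1 ± 61.7 and 15.2 ± 8.10 (SD, n = 4 each). *TMEM45B*, on chromosome 9 from 56584727 to 56614188, had 6.46 ± 7.56 and 1.77 ± 1.57, and *SPRY3*, on chromosome X from 125744643 to 125764342, had 2.59 ± 2.40 and 0.900 ± 0.521 (SD, n = 4 each). *NEURL3* (chromosome 3, 46741636 to 46751553) had 2.01 ± 2.54 and 0.420 ± 0.256, and *PPP4R4* (chromosome 7, 115412457 to 115523232) 1.39 ± 1.99 and 0.233 ± 0.266 FPKM (SD, n = 4 each). The SD on squalene exceeded the mean in *S100A2*, *CYP2C32*, *TMEM45B*, *NEURL3* and *PPP4R4*.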

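*LIF*, a cytokine of the interleukin-6 family, *FGF23*, a hormone of phosphate balance, and *HCAR2*, the niacin receptor, were past a log2 ratio of 1.5 and a q-value of 0.0001 and had FPKM above 0 in at least 7 pools, with log2 ratios of 2.24, 2.22 and 2.06 in the authors' deposited table. *LIF* had 1.02 FPKM in squalene pool 1 and at most 0.10 in any other pool, *HCAR2* 5.25 and at most 0.51, and *FGF23* 0.35 to 1.58 in the squalene pools against 0.04 to 0.34 in the control pools. *CTHRC1*, a secreted protein of fibroblasts, had 1.77 in the authors' deposited table, with 0.22 to 0.81 FPKM on squalene and 0.04 to 0.25 on the control diet. These genes were named after their values were seen, and none of them passed the limma test. At a log2 ratio above 1.5 in size and a q-value under 0.0001, 52 genes of the authors' deposited table passed, 39 higher and 13 lower. FPKM was above 0 in at least 7 of the 8 pools in 39 of these, 30 higher and 9 lower, of which 18 were genes of Table 1 and 21 were not. *LOC100515579*, the gene whose exons *RPP14* shares, was above 0 in 5 pools.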

Only genes with SL_2_R higher than 1.5 or lower than −1.5, FDR < 0.0001, and counts in more than 75% of samples have been taken into consideration. Annotations were carried out using https://www.ensembl.org/Pig/Search/Results?q=;site=ensembl;facet_species=Pig (accessed on 30 May 2023), https://www.rnaatlas.org/ (accessed on 30 May 2023), and https://blast.ncbi.nlm.nih.gov/Blast.cgi (accessed on 30 May 2023) against Sus scrofa 11.1 reference Annotation Release 106 Biological function obtained from https://www.genecards.org/ (accessed on 30 May 2023) and https://www.uniprot.org/uniprot/ (accessed on 30 May 2023).

**Table 2:** Changes in selected hepatic gene expressions in response to 0.5% squalene in male pigs consuming the steatotic diet according to RT-qPCR assay.

Gene Symbol	Control (*n* = 12)	Squalene (*n* = 12)	Fold Change	Signal log_2_ Ratio (SL_2_R)
*PPP1R1B*	2.2 ± 3.1	9.0 ± 10.5 *	4.2	2.1
*OASL*	0.8 ± 0.7	2.5 ± 1.4 *	3.1	1.6
*PPP4R4*	1.1 ± 0.8	6.7 ± 13.2 *	6.1	2.6
*HES4*	1.3 ± 1.3	7.2 ± 20.2	*5.4*	*2.4*
*NEURL3*	1.8 ± 2.2	11.3 ± 23.6 *	6.2	2.6
*LOC100515579* (*HTD2*)	1.1 ± 0.4	1.1 ± 0.8	1.0	0.05
*CYP2C32*	2.8 ± 4.7	15.2 ± 24.6	5.3	2.4
*TMEM45B*	2.5 ± 4.7	11.1 ± 15.8 *	4.4	2.1
*AFP*	1.3 ± 0.9	5.4 ± 8.5 **	4.1	2.0
*ENPEP*	1.3 ± 0.7	6.3 ± 9.7 **	4.9	2.3
*LOC110256649*	1.6 ± 1.7	3.7 ± 3.2 *	2.4	1.2
*CYP2J34*	2.0 ± 1.6	4.9 ± 9.6	2.5	1.3
*LOC100526118*	1.4 ± 1.6	3.5 ± 4.8 **	2.5	1.3
*S100A2*	1.9 ± 1.9	4.4 ± 7.0	2.3	1.2
*SPRY3*	1.2 ± 0.7	4.3 ± 5.2 *	3.5	1.8
*FOXG1*	1.9 ± 2.2	6.8 ± 11.7	3.7	1.9
*GTSF1*	4.0 ± 5.7	1.7 ± 1.7	0.4	−1.2
*SQLE*	5.1 ± 14.5	2.7 ± 1.9 *	0.5	−0.9
*CHL1*	6.5 ± 11.9	0.2 ± 0.2 *	0.03	−4.8

Results are expressed as means and standard deviations normalized to *UBA52*. Twelve samples per group. Statistical analysis was carried out according to the Mann–Whitney U-test; *, *p* < 0.05 and **, *p* < 0.01.

**Table 3:** Changes in selected hepatic gene expressions in response to 30 µM squalene in HEPG2 cell line according to RT-qPCR assay.

Gene Symbol	Control (*n* = 6)	Squalene (*n* = 6)	Fold Change	Signal log_2_ Ratio
*PPP1R1B*	0.7 ± 0.2	0.9 ± 0.2 *	1.3	0.4
*TMEM45B*	1.0 ± 0.1	1.3 ± 0.1 **	1.3	0.4
*AFP*	0.8 ± 0.2	1.0 ± 0.1 *	1.2	0.2
*ENPEP*	0.8 ± 0.2	1.5 ± 0.3 *	1.9	0.9
*SPRY3*	0.8 ± 0.3	1.4 ± 0.3 *	1.8	0.8

Results are expressed as means and standard deviations normalized to GAPDH. Six replicates per group. Statistical analysis was carried out according to Mann–Whitney U-test. *, *p* < 0.05 and **, *p* < 0.01.

**Table 4:** Changes in selected hepatic gene expressions in response to 30 µM squalene in AML12 cell line according to RT-qPCR assay.

Gene Symbol	Control (*n* = 6)	Squalene (*n* = 6)	Fold Change	Signal log_2_ Ratio
*Ppp1r1b*	1.0 ± 0.1	1.5 ± 0.5 *	1.5	0.6
*Tmem45b*	1.0 ± 0.3	3.0 ± 1.7 *	3.0	1.6
*Afp*	1.0 ± 0.1	1.6 ± 0.8 *	1.6	0.7
*Enpep*	1.0 ± 0.1	1.4 ± 0.5 *	1.4	0.5
*Spry3*	1.2 ± 0.1	0.7 ± 0.1 *	0.7	−0.6

Results are expressed as means and standard deviations normalized to Ppib. Six replicates each group. Statistical analysis was carried out according to Mann–Whitney U-test; *, *p* < 0.05.

## Data Availability

RNAseq data are available at GEO database with the accession number GSE214732. The rest will be provided on a reasonable request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241612552/s1.

How the deposited data were processed for this re-analysis (not part of the article)

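Liver RNA of 24 male pigs with dietary NASH was measured in 8 pools of 3 animals, 4 pools on the steatotic diet and 4 on the same diet with squalene. The libraries were made and sequenced at the BGI service on the DNBSEQ platform, and the authors mapped clean reads to Sscrofa11.1 with HISAT2, whose version is not given in the sources used here. The reference annotation used here is of the same assembly: the 20331 gene identifiers and the reference base of each SNP site matched it. The condition and number of each pool came from the sample labels and the paper.
The authors deposited FPKM per gene and pool, written to 2 decimals, and the step from alignments to FPKM is not given in the sources used here. In their comparison of the diets the authors deposited estimated counts added over the 4 pools of a diet, with a log2 ratio, a p-value and a q-value per gene from DEGseq, a test of added counts without a spread between pools. The splicing tables that the authors deposited hold inclusion and skipping read counts per pool with a p-value and a false discovery rate, and list only events at a rate under 0.05. Their exon starts count from 0, since 193 of 193 starts matched an annotated exon after adding 1, and starts are given here counted from 1. The SNP tables that the authors deposited hold a base letter per site and pool. The callers of splicing events and SNP sites are not given in the sources used here. Font colors that marked calls in the SNP tables, retained introns and the supplementary tables were not used here.
Read counts per pool were not recovered from the FPKM, so no count model was fitted. Depth was estimated per pool by fitting the added counts of the authors' deposited table as the sum over pools of FPKM times gene length times depth, over 9464 genes for control and 9444 for squalene. The estimates were 17.4 to 20.7 M fragments for control pools and 17.9 to 19.4 M for squalene pools, and they were used for the test on added pools, for counts rebuilt from FPKM and for comparisons of depth itself, not for the limma test. Because depth per pool is an estimate, no counting interval is given for a gene.
The comparison of the diets used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 0.1), over the 14780 genes with a mean of at least 0.1 FPKM, without a block for the pool number, and adjusted p-values by Benjamini and Hochberg, with a threshold of 0.05. Fold changes are on that log2 scale. On simulated data with 200 changed genes in each of 20 simulations, this test recovered 69.6% of 2-fold, 92.5% of 4-fold, 97.5% of 8-fold and 98.8% of 16-fold changes among 14780 genes, and 5.36% of its calls were unchanged genes. The changed genes were drawn at random and the noise was independent between genes. With fewer changed genes, or genes that vary more between pools, the adjusted threshold is harder to pass. These shares therefore do not show that 2-fold changes are absent here. For single values, two-sided exact permutation tests over the 70 assignments of the pools were used, whose smallest p is 0.0286. Gene lists were tested with camera with a preset correlation of 0.01, with camera with an estimated correlation, and with fry. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest, with 100000 permutations for correlations across genes.
The designs, the alternatives, 30 gene lists and the rule for named genes were fixed before the data were examined. The rule takes, among others, the genes of Table 1; per direction the 10 genes of largest change past the threshold with pools that do not overlap, filled up from the smallest p where fewer pass; the 4 members with the smallest p of each list described; splicing events, in full where a table lists 10 or fewer and otherwise the 4 with the smallest false discovery rate per type; and the 10 largest log2 ratios per direction of the authors' deposited table in comparison with the pools. The values of Table 1 had been seen in the paper by then. Of these, the genes that bear on each statement are given, and some results are not reported here. Medians of all 30 lists stand in the text.
Alternatives covered the pseudocount (1 and 0.01), the filter on low values, scaling as TPM, by the median and by quantiles, the variance model, a block for the pool number, each pool left out in turn, thresholds of the authors' tables, the sites and events counted, and the genes and ratios in the correlation with RT-qPCR. Tests chosen after seeing the data were the binomial test on added pools, the share of covered SNP sites, the exact test of splicing events, the correlation within the 16 higher genes of Table 1, the sum of *LOC100515579* and *RPP14*, the block for the expressed genes and the correlation, the splits of limma's calls, the depth of squalene pool 1, the medians of the other squalene pools, and the T and NK cell markers against the cell cycle genes.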

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

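The tests of the depth of squalene pool 1, of the other squalene pools for the interferon-stimulated and the cell cycle genes, of T and NK cell markers against the cell cycle genes, of *RPP14* and of the splits of limma's calls were chosen only after the result was seen. Of 142 groups of 4 pools, 12 held 1 pool far from the other 3 by Dixon's ratio, where chance gives about 1 in 20 groups, or 7.1. Of the 12, 6 lay in squalene pool 1 and 4 were values of Table 1 genes.
Interferon-stimulated genes stood far above the other pools in squalene pool 1, and with them *OASL* at 146.64 FPKM (13.58 in control pool 1, also apart), *HES4* at 28.4 and *ENPEP* at 7.49. A shortage of fragments is argued against by the estimated depth of 17.9 M fragments, within the 17.4 to 20.7 M of the other pools, and an effect of squalene of the same size in all 4 pools by the difference of the list medians between the other 3 squalene pools and the control pools, −0.012 (standard error 0.20), against 1.35 for squalene pool 1 (exact permutation test of an effect of that size, p = 0.0286, the smallest that 3 pools against 4 allow). A smaller effect shared by the other squalene pools cannot be told apart, since their difference was 0.15 (standard error 0.14, exact permutation test, p = 0.200, where 3 pools against 3 cannot go below 0.100) without control pool 1, which was itself high in these genes. Added immune cells cannot be told apart: the markers of T and NK cells exceeded the other pools by 0.32 against 1.36 for the interferon-stimulated genes, a share of 0.236 (95% bootstrap interval 0.105 to 0.403, 10000 resamples), which lies under the bound set against this source, but its interval reaches past that bound. The bound was set for T and NK cells only. The excess was 0.42 for markers of B and plasma cells, 0.35 for neutrophils and 0.23 for Kupffer cells and macrophages. An interferon response in 1 or more of the 3 animals of that pool may account for the pattern. It was not tested, since RNA was sequenced in pools. In single animals the paper's RT-qPCR covered *OASL* of this list, with a log2 ratio of 1.6 that the paper reports as significant. Only means and SDs per diet are printed there, which do not show the animals of a given pool. The SD printed for *OASL* on squalene is smaller than its mean. In FPKM, squalene pool 1 held 96.1% of the sum over the squalene pools. That gap is thus not mirrored in the RT-qPCR of single animals, for this 1 gene of the list.
Cell cycle genes, a list that the paper does not test, had log2 fold changes above 0 in 27 of 28 members, with a median of 0.38, 5 members higher adjusted over the list alone and 0 over all genes (limma), among them *CDK1*, *RRM2*, *BIRC5*, a survivin of dividing cells (0.42), and *CCNB2*, a mitotic cyclin (0.62). Camera called the list, which shares no gene with Table 1, with a preset correlation (adjusted p = 1.9e-19) and not with an estimated one (adjusted p = 0.641 with an estimated correlation, p = 0.0214 unadjusted). Chance cannot be excluded, since 2 of 35 splits of the pools gave a median as large in size (0.38, highest other 0.44). Without squalene pool 1 the median was 0.28 and camera's adjusted p 4.8e-13, and the pool medians of the other 3 squalene pools, 0.012 to 0.22, lay above every control median, −0.37 to −0.017, values that go against that pool as the whole source, but it stays open, since the share kept, 0.741, lay under the bound set against it and the exact permutation test without it gave p = 0.0571. Added T and NK cells stay open too. Their markers had a median log2 fold change of −0.078, and the difference of their mean pool medians between the diets had a standard error of 0.18. More dividing liver cells on squalene, which were not tested, may also account for the higher cell cycle list.
*LOC100515579*, the HTD2 gene of Table 1, shares 6633 of its 6662 exon bases with *RPP14*, a ribonuclease P subunit, on the same strand. *RPP14* had 0.71 FPKM in squalene pool 1, where *LOC100515579* had 5.62, and 4.50 and 5.31 in control pools 3 and 4, where *LOC100515579* was listed at 0. Added together, the genes had 5.42 ± 0.668 FPKM (SD, n = 4 pools) on squalene and 5.54 ± 0.827 on the control diet, a log2 difference of −0.026 (standard error 0.14, exact permutation test, p = 0.886). A shift of reads between these 2 loci is a candidate explanation of the higher value of *LOC100515579*, and the paper's RT-qPCR ratio for it is 0.05. A change in which of the transcripts the liver makes was not tested.
Other single pools stood apart as follows. *TOMM20L* had 0.06 FPKM in squalene pool 4 and was listed at 0 in the other squalene pools. *PYY* was listed at 0 in squalene pool 1, with 0.11 to 0.14 in the other squalene pools. In median log2 deviation, sterol synthesis stood at −0.25 and heat shock at 0.21 in squalene pool 1, fibrosis at 0.22 and neutrophil markers at 0.48 in control pool 1, and markers of other organs, with 3 genes measured, at −0.39 in control pool 4 and 0.53 in squalene pool 2.
Signals in lists that the paper does not test came from 4 further lists, which camera called with a preset correlation and not with an estimated one (adjusted p = 0.965 with an estimated correlation for each). The median was −0.35 for acute phase proteins (adjusted p = 1.9e-04), −0.23 without control pool 2, and the call was lost without squalene pool 2 (0.0927). It was 0.10 for fatty acid oxidation, 0.20 without control pool 2 and 0.18 without squalene pool 1, and the call was lost without control pool 1 (0.358) or squalene pool 4 (0.450). It was 0.14 for fibrosis (0.0027), 0.23 without control pool 1 and 0.21 without squalene pool 1, and 0.092 to 0.23 with single pools left out, and the call was lost without control pool 2 (0.102), squalene pool 2 (0.0508) or squalene pool 3 (0.108). It was −0.079 for endothelial markers (0.0234), −0.051 without control pool 1, −0.17 without squalene pool 1 and −0.023 without squalene pool 4, and the call was lost without control pool 3 (0.100), squalene pool 2 (0.113) or squalene pool 4 (0.450).
Chance could not be excluded for the lists of camera or the calls of the added pools: of 35 splits of the 8 pools, 32 gave at least the 6 lists (highest other 17) and 23 at least the 141 calls (highest other 197). For limma's counts of 0 the splits decide nothing, since each of the 35 reaches 0 by construction (35 for all genes, highest other 4; 35 over 2-fold, highest other 3; 35 for Table 1, highest other 1).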

How the results depend on the processing

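Tests chosen only after the result was seen were the binomial test on added pools, the exact test of splicing events, the share of covered SNP sites, the correlation within 16 genes and the block for the expressed genes and the correlation.
Limma's count of 0 genes held in 17 of 19 alternatives and became 1 without a trend in the variance and 1 without control replicate 2 (range 0 to 1 with single pools left out), both over 2-fold, while the smallest adjusted p ranged from 0.0341 to 0.835. The count of Table 1 genes was 0 in all 19 (range 0 to 0). Of 752 values of 40 named genes, 749 kept their direction and 0 passed the threshold. The 3 that turned were those of *OASL* (−0.39 to 1.94 with single pools left out), *HES4* (−0.20 to 1.42) and *LOC110256649* (−0.36 to 1.46). Kept directions say little here, since the 10 genes per direction were chosen for pools that do not overlap. The genes of Table 1 were likewise chosen on these libraries. Camera called 6 lists, 0 with an estimated correlation and 4 to 9 with single pools left out. The median of the interferon list ran from −0.012 without squalene replicate 1 to 0.55. The difference in genes expressed per pool was 13 at FPKM of at least 0.1, and ran from −147 to 35.4 with single pools left out. That in SNP sites ran from −8878 to −4964, and passed the test only without control replicate 4 (adjusted p = 0.04). The splicing events numbered 32 at a false discovery rate under 0.01 and 17 by the exact test. The calls of the authors' deposited table numbered 69 at a log2 ratio above 1.5. The correlation with RT-qPCR was 0.497 without the 2 genes farthest from the median, −0.268 within the 16 higher genes and 0.719 to 0.855 with single pools left out. The 16 genes include *LOC100515579*, whose fitted and RT-qPCR values lie farthest apart among them. The calls on added pools ran from 131 to 198, and the 140 without squalene replicate 1 shared 72 with the 141 of all pools. For each of these the cause was not tested.
The pool numbers did not pair the samples, since the correlations of the deviations of same-numbered pools were 0.091, 0.017, 0.027 and −0.069, and 3 of the 8 pools correlated best with the pool of their own number. With a replicate block, limma called 0 genes (747 at an unadjusted p under 0.05), 0 of Table 1 and 6 lists, the genes expressed differed by −56 (exact p = 0.75), the SNP sites by −6419 (exact p = 0.25), and the correlation with RT-qPCR was 0.847, so no call changed. No paired analysis was possible for the splicing events and the authors' calls, because the splicing values of a diet carry no pool number and the authors' calls rest on counts added over pools.
A count model was not run, since read counts per pool were not recovered, and neither was the count of heterozygous SNP calls, since each site carries 1 base per pool. Depth per pool is known only as an estimate, which limits the calls on added pools and not the limma test, which ran on FPKM.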

Differences from the paper's values

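The binomial test on added pools and the correlation within 16 genes were chosen only after the result was seen. The paper's numbers of differentially expressed genes are 100 higher and 40 lower, and limma gave 0 and 0 at an adjusted p under 0.05. The paper's thresholds, more than 2-fold and a false discovery rate under 0.001, differ from this one. All 19 alternatives set before the data were examined differ too, with at most 1 gene in a direction, 1 lower without a trend in the variance and 1 higher without control replicate 2. The authors' deposited table holds 100 higher and 43 lower genes at a q-value under 0.001 and a log2 ratio of at least 1, and 82 and 35 at a q-value under 0.0001, which lie within 1.5 times the paper's numbers, but 52 and 17 at a log2 ratio above 1.5, which do not. Fig. 2A prints 43 and 100 outside its overlap, which match the calls of the authors' deposited table. The binomial test on added pools, chosen after seeing the values, gave 98 higher and 43 lower genes and shared 129 of its calls with the authors' deposited table, of whose 143 calls it drops 14.
The paper's depth is 45.8 M clean reads per library, and the mean of the estimated fragments was 18.6 M, a different quantity. No alternative applied to it.
For *LOC110256649* the paper's values in Table 1 are 337 for control and 1071 for squalene, and the counts rebuilt from FPKM, gene length and depth were 565 and 2044. No alternative applied to them. The paper labels the values of Table 1 as FPKM. All 38 of them equal the rounded estimated counts added over pools in the authors' deposited table. The FPKM of *LOC110256649* were 1.49 ± 1.84 (SD, n = 4 pools) on the control diet and 5.33 ± 9.19 (SD, n = 4) on squalene.
The paper's number of genes not characterized before is 104, and 99 genes of the deposited FPKM table are marked as predicted outside the annotation. The paper gives 18659 genes expressed in the squalene group and 18602 in the control group. Each equals the number in the overlap of Fig. 2A plus the number outside it for that group, which matches a number of calls of the authors' deposited table. The counts here were 19501 for squalene and 19545 for control at FPKM above 0, 15952 and 15869 at 0.1 FPKM or more, and 11604 and 11528 at 1 FPKM or more.
The paper's correlation with RT-qPCR is 0.90, and the fitted changes gave 0.847. The log2 ratio of the authors' deposited table gave 0.902 and the log2 ratio of mean FPKM 0.900, both equal to the paper's value once rounded, while r was 0.497 without the 2 genes farthest from the median, 0.702 without *CHL1*, 0.719 without control replicate 2 and without squalene replicate 1, and −0.268 within the 16 higher genes, a set chosen after seeing the values, which all differ. Those 16 genes include *LOC100515579*, whose fitted and RT-qPCR values lie farthest apart among them.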

Other observations

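The binomial test on added pools was chosen only after the result was seen. Acute phase proteins, which the liver secretes in inflammation, were below 0 in 18 of 22 measured members, 6 of them at an unadjusted p under 0.05 and 0 past the test over all genes (limma). *CFB* fell adjusted over the list alone. *C3*, the central complement protein, had a log2 fold change of −0.58, *LCN2*, an iron-scavenging lipocalin, −1.52 and *HPX*, hemopexin, −0.44. The pool medians of the list overlapped between the diets (exact permutation test, p = 0.0857), and camera's call, lost with an estimated correlation (adjusted p = 0.965 with an estimated correlation), was also lost without squalene pool 2 (0.0927; 8.0e-08 to 0.965 over the alternatives). Genes of fibrosis and extracellular matrix were above 0 in 27 of 34 members. *COL5A2*, a fibrillar collagen, had 0.34, *LOXL1*, which crosslinks elastin, 0.57, *TGFB3* 0.40 and *CTGF*, a matricellular growth factor, −0.58, and 0 passed over all genes or adjusted over the list alone. Camera's call was lost with an estimated correlation (adjusted p = 0.965 with an estimated correlation) and without control pool 2 (0.102), squalene pool 2 (0.0508) or squalene pool 3 (0.108), with 2.5e-07 to 0.965 over the alternatives. Endothelial markers were below 0 in 16 of 20 members, with *CDH5*, VE-cadherin, at −0.30, *OIT3* at −0.23, *CLEC4G*, a lectin of sinusoidal cells, at −0.24 and *STAB1*, a scavenger receptor, at −0.18. That call was lost with an estimated correlation (adjusted p = 0.965 with an estimated correlation) and without control pool 3 (0.100), squalene pool 2 (0.113) or squalene pool 4 (0.450), with 1.4e-04 to 0.965 over the alternatives. In no list here other than acute phase proteins did a gene pass adjusted over the list alone.
Antioxidant genes and NRF2 targets had a small median, 0.072, but the pool medians of the diets did not overlap (exact permutation test, p = 0.0286, over 30 lists). *SRXN1*, sulfiredoxin, had 0.66, *GSR*, glutathione reductase, 0.34, *SLC7A11*, the cystine carrier, 0.36 and *PRDX1*, a peroxiredoxin, 0.21, and camera did not call the list (adjusted p = 0.101). The lists that follow were not called by camera either. The median was −0.024 for 26 genes of the unfolded protein and integrated stress response (adjusted p = 0.861), with *SESN2* at 0.44 and *TRIB3* at 0.43, and −0.071 for 16 heat shock genes (0.664), with *HSPB8* at −0.23. It was 0.055 for 19 genes of hepatocyte ballooning and injury (0.537), *AFP* of Table 1 among them, with *IHH*, a hedgehog ligand, at −0.99, *GDF15* at 0.47 and *SHH* at −0.27. It was −0.17 for 21 genes of the circadian clock (0.270), with *PER2* at −0.65 and *CRY1* at −0.36, and −0.020 for 14 genes of earlier squalene studies (0.674), with *TXNDC5*, a protein disulfide isomerase, at −0.16. Markers of hepatocytes had a median of 0.072 (21 genes, counting each locus that bears the symbol *TF*, 0.240), with *CPS1*, of the urea cycle, at 0.47 and *F9* at −0.29. Those of cholangiocytes had 0.15 (14 genes, 0.760), with *PROM1* at −0.42 and *KRT7* at 0.68, those of stellate cells 0.030 (16 genes, 0.674), with *RGS5* at 1.12, those of blood and erythroid cells −0.023 (9 genes, 0.895, camera's direction up), with *GP9* at −0.39, and those of other organs −0.19 (3 genes, 0.758), with *CPA1*, a pancreatic carboxypeptidase, at −0.82.
Genes expressed in 1 diet only numbered 1814, and between 1775 and 1847 in the other 34 splits of the pools. SNP sites called in all pools of 1 diet and absent from the other numbered 239, and between 191 and 448 in the other splits. Without squalene pool 1, the binomial test on added pools called 66 higher and 74 lower genes, 10 of them in Table 1, against 98 and 43 with it. Of the interferon list, 7 genes are called in the authors' deposited table, namely *OASL*, *ISG15*, *IFIT3*, *IFIT2*, *RSAD2*, *CXCL10* and *IFIT1*, and squalene pool 1 was the highest pool in each of them.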
